# The transcriptomic response to a short day to long day shift in leaves of the reference legume *Medicago truncatula*

**DOI:** 10.7717/peerj.6626

**Published:** 2019-03-22

**Authors:** Geoffrey Thomson, James Taylor, Joanna Putterill

**Keywords:** *Medicago truncatula*, Transcriptomics, Photoperiod, FT, Long day, Short day, Flowering time, Floral induction, Legume, RNA-Seq

## Abstract

Photoperiodic flowering aligns plant reproduction to favourable seasons of the year to maximise successful production of seeds and grains. However understanding of this process in the temperate legumes of the Fabaceae family, which are important both agriculturally and ecologically, is incomplete. Previous work in the reference legume *Medicago truncatula* has shown that the *FT-like* gene *MtFTa1* is a potent floral activator. While *MtFTa1* is upregulated by long-day photoperiods (LD) and vernalisation, the molecular basis of this is unknown as functional homologues of key regulatory genes present in other species, notably *CONSTANS* in *A. thaliana*, have not been identified. In LD *MtFTa1* maintains a near constant diurnal pattern of expression unlike its homologue *FT* in *A. thaliana*, which has a notable peak in expression at dusk. This suggests a different manner of regulation. Furthermore, *M. truncatula* possesses other *FT-like* genes such as two LD induced *MtFTb* genes which may also act in the regulation of flowering time. *MtFTb* genes have a diurnal pattern of expression with peaks at both four and sixteen hours after dawn. This study utilises RNA-Seq to analyse the transcriptome of *M. truncatula* leaves to identify genes which may regulate or be co-expressed with these *FT-like* genes following a shift from short-day photoperiods to inductive long-days. Specifically this study focuses on the first four hours of the day in the young leaves, which coincides with the first diurnal peak of the *FTb* genes. Following differential expression analysis at each timepoint, genes which alter their pattern of expression are distinguished from those which just alter their magnitude of expression (and those that do neither). It goes on to categorise these genes into groups with similar patterns of expression using c-means clustering and identifies a number of potential candidate photoperiod flowering time genes for future studies to consider.

## Introduction

The regulation of flowering controls the important developmental shift between the vegetative and reproductive growth phases of the plant, aligning plant sexual reproduction with favourable seasonal environmental variation. This facilitates successful pollination and the maximizing of crop productivity and yield. In many temperate climate species, such as the winter annual varieties of the well-studied Brassicaceae species *Arabidopsis thaliana* (L.) Heynh., the primary determinants of flowering time are long-day (LD) photoperiod (daylength) conditions and vernalisation (prolonged exposure to cold temperatures) for which the molecular pathways underlying these responses are well understood (Andrés & Coupland, 2012).

In *A. thaliana*, LD conditions are perceived in the leaves and culminates in the activation of the floral integrator gene *FLOWERING LOCUS T* (*FT*) (Turck, Fornara & Coupland, 2008). Specifically, *FT* is activated by circadian and light signals aligning which facilitates the formation of the GIGANTEA-FLAVIN-BINDING KELCH REPEAT, F-BOX 1 (GI-FKF1) complex. This complex degrades CYCLING DOF FACTOR (CDF) transcription factors which otherwise form a complex with a TOPLESS (TPL) protein to repress the expression of the transcription factor *CONSTANS* (*CO*). This gene encodes a B-box class protein with a CCT domain (Putterill et al., 1995; Goralogia et al., 2017). The stabilisation of CO protein in the late afternoon of LD results in it acting as a subunit of a NUCLEAR FACTOR-Y (NF-Y) pioneer transcription factor complex which directly activates *FT* (Andrés & Coupland, 2012; Gnesutta et al., 2017). CDF proteins are also able to repress *FT* directly (Song et al., 2015). FT protein is the principal mobile floral signal (florigen) which is transported to the shoot apical meristem via the phloem to induce flowering via activation of a second floral integrator gene *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*) and the floral meristem identity gene *APETALA1*. This results in a state of floral commitment and the development of flowers (Turck, Fornara & Coupland, 2008).

Beyond *A. thaliana*, the presence of *FT* orthologues integrating environmental signals and regulating flowering appears to be widely conserved (Ballerini & Kramer, 2011; Wickland & Hanzawa, 2015; Putterill & Varkonyi-Gasic, 2016). However the conservation of other elements of the pathway is not as strong. Recent work by Simon et al. (2015) suggest that the central role *CO* plays in the photoperiod pathway in *A. thaliana* evolved within the Brassicaceae following a gene duplication. Thus *CO-like* (*COL*) genes regulating *FT* homologues is not universal and their activity in some other species (e.g., *Oryza sativa* L.; rice; Hayama et al., 2003) are the result of convergent evolution. Examples of species in which *COL* genes do not appear to regulate flowering time include Japanese morning glory (*Ipomoea nil* (L.) Roth) and temperate Fabaceae family (legume) species such as pea (*Pisum sativum* L.) and *Medicago truncatula* Gaertn. Notably, a recent survey of *COL* genes in *M. truncatula* found no evidence of them acting as a photoperiodic switch (Wong et al., 2014) and the gene expression of the closest *COL* homologue in pea, was not altered in photoperiodic flowering time mutants. These include the recessive *late bloomer1* (*late1*) mutant which disrupts the orthologue of *GI* (Hecht et al., 2007; Liew et al., 2009) and a dominant late flowering mutant *late2* which has been mapped to a *CDF* gene *PsCDFc* (Ridge et al., 2016). This *Pscdfc* mutant encodes a protein which has lost the ability to interact with the FKF1 and exhibits reduced expression of *FT-like* genes (Ridge et al., 2016). Whether the regulation of the *PsFT-like* genes by PsCDFc is direct or not remains unknown.

Nevertheless, in many species the regulation of *FT* orthologues exhibit significant commonalities such as genes containing CCT and/or B-box domains integrating the photoperiod and vernalisation signals. For instance, in the Pooid grasses such as wheat (*Triticum spp.*) prior to vernalisation the repression of the *FT-like* gene is maintained by a pair of ZCCT proteins, which contain both CCT and B-box domains, in complex with NF-Y subunits (Song et al., 2015; Li et al., 2011). Then in inductive LD conditions upregulation of the *FT* orthologue requires the *PHOTOPERIOD 1* (*PPD1*) gene, which encodes a CCT domain (Shaw et al., 2013; Pearce et al., 2017). In addition genes encoding CCT and B-Box domains are important in the cultivated varieties of the LD responsive sugar beet (*Beta vulgaris* L.) (Pin et al., 2012; Dally et al., 2014).

The lack of a direct upstream regulator of *FT-like* genes in temperate legumes means that, despite good progress, the understanding of how flowering time in this family is incomplete (Putterill et al., 2013; Weller & Ortega, 2015). Legumes are an ecologically diverse plant family (The Legume Phylogeny Working Group, 2013) and include a number of dietary staple crops. In an agricultural context these crops reduce the need for fertilizer use via nitrogen fixation (Vance, 2001). Like *A. thaliana*, many temperate legume species, including *M. truncatula*, accelerate their flowering in response to vernalisation and LD conditions (Highkin, 1956; Summerfield et al., 1985; Roberts, Hadley & Summerfield, 1985; Laurie et al., 2011; Weller & Ortega, 2015; Ridge et al., 2017). Classically pea has been most intensively studied to analyse photoperiodic flowering in temperate legumes but has recently been complemented by the study of other species, such as *M. truncatula* for which considerable genetic and genomic resources exist (Tadege et al., 2008; Young et al., 2011; Tang et al., 2014).

Analysis of flowering time mutants in pea has demonstrated that some members of the photoperiod pathway, such as the photoreceptors and components of the circadian clock, are largely conserved with *A. thaliana* (Weller & Ortega, 2015). In addition, *FT-like* homologues have been characterised in several legume species with most having multiple copies which fall into three sub-clades (Laurie et al., 2011; Hecht et al., 2011). In pea and *M. truncatula* the *FT-like* gene *FTa1* is a potent floral inducer whose expression is elevated in LD (Laurie et al., 2011; Hecht et al., 2011). However unlike *FT* in *A. thaliana*, *MtFTa1* (*Medtr7g084970*) does not possess a diurnal pattern and instead exhibits a near constant level of expression once induced in LD (Laurie et al., 2011) suggesting that the mechanisms of regulation between *FT* and *FTa1* likely differ significantly. Moreover grafting experiments in pea between flowering time mutants suggest that additional floral stimuli exist (Hecht et al., 2011).

Good candidates for secondary floral stimuli are the *FTb* genes that, like *FTa1*, are upregulated in LD and capable of complementing an *A. thaliana ft-1* mutant (just *MtFTb1* in *M. truncatula*, Laurie et al., 2011; Hecht et al., 2011). Distinctively, *MtFTb* genes have a diurnal pattern of expression in LD and peak twice, at ZT4 and ZT16 (ZT is zeitgeber time where ZT0 is subjective dawn at lights on). This pattern of expression is similar to that of *FT* in *A. thaliana* under “natural” LD conditions (Song et al., 2018). Another legume *FT-like* gene which may play a role in flowering time is *FTa2* which in *M. truncatula* it is mostly expressed in short-day (SD) photoperiod conditions consistent with a floral repressor (Laurie et al., 2011). However whether any *FT-like* genes other than *FTa1* regulate flowering time in either pea or *M. truncatula* remains to be demonstrated.

Downstream of *FT-like* genes the regulation of flowering in temperate legumes is similar overall to that of *A. thaliana*, albeit complicated by several genes being present in multiple copies with potential functional redundancies. For example, three *MtSOC1-like* genes depend on *MtFTa1* for the extent and timing of their expression, although *Mtsoc1a* mutants do show delayed flowering (Fudge et al., 2018; Jaudal et al., 2018). The genes involved in inflorescence development are similar to that of *A. thaliana* (Cheng et al., 2018).

Overall, while some components of the *A. thaliana* photoperiodic flowering model appear to be conserved in temperate legumes, other aspects differ. Specifically, what factors act immediately upstream of *FT-like* genes in the photoperiodic flowering of temperate legumes remain unknown. In light of the gap in understanding, we take a transcriptomic approach to identify additional candidate regulators of photoperiodic flowering in *M. truncatula*. In two experiments we target genes expressed in a similar, or opposite, manner to LD induced *FT-like* genes with the aim of identifying candidate regulators. Plants were shifted from SD (8 h light/16 h dark) to LD (16 h light/8 h dark) conditions and gene expression changes analysed in the first four hours of the diurnal cycle; at dawn (ZT0), two hours after dawn (ZT2) and four hours after dawn (ZT4) during which time the LD induced *FT-like* genes are expressed. These timepoints capture the constant induction of *MtFTa1* in LD and target the first diurnal peak of *MtFTb1* and *MtFTb2* at ZT4 also in LD (Laurie et al., 2011).

## Materials and Methods

### Growth of plants and tissue sampling

*M. truncatula* cv ‘Jester’ (Hill, 2000) seeds were scarified by softly scraping them between two pieces of sand paper (grade P160). The seeds were then germinated at 15 °C in gently shaking tubes of water and dark conditions for 24 h. Germinated seeds were then vernalised by being transferred to damp petri dishes and incubated at 4 °C for a further 25 days. The seedlings were subsequently planted in seed raising mix (Daltons Ltd., NZ) in individual cell pots and grown in growth cabinets at 22 °C under 240 µMm^−2^sec^−1^ cool white fluorescent light. This was in accordance with Institutional Biological Safety Committee approval GMO08-UA006. Soil was kept moist with a complete liquid nutrient media (without Na_2_SiO_3_; Gibeaut et al., 1997). In the two experiments plants were grown in SD conditions (8 h light/16 h dark) until they were 10 days old and were then shifted at ZT8 into LD conditions (16 h light/8 h dark) for 3 days in experiment 1 (harvest at ZT0 and ZT2) or 5 days in experiment 2 (harvests at ZT4). Three biological replicates were taken each consisting of two pooled trifoliate leaves from different non-adjacent plants giving a total of 18 samples. Only the first trifoliate leaf to unfurl was sampled from a given plant. Samples were immediately frozen in liquid nitrogen.

### RNA extraction and sequencing

The 18 frozen leaf samples were ground using five 3 mm sterilised ball bearings per sample and a Geno/Grinder^^®^^ 2010 (SPEX^^®^^ SamplePrep, USA). Total RNA was then extracted from the ground samples using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions and the quantities and qualities of the extracted RNA were then measured using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Samples were then sent to the Otago Genomics Facility (www.otago.ac.nz/genomics/index.html) and RNA-Seq libraries were prepared. The first experiment (ZT0 and ZT2 samples) used the ScriptSeq Complete Kit (Plant) (100 bp reads; Illumina Inc., USA) while the second experiment (ZT4 samples) used TruSeq Stranded mRNA libraries (120 bp reads; Illumina Inc., USA). Each experiment was sequenced on a single lane of a HiSeq2000 (Illumina Inc., USA).

### Complementary DNA synthesis and RT-qPCR analysis

Following RNA extraction, 8 µg of RNA was treated with the TURBO DNA-free Kit (Invitrogen, Foster City, CA, USA) . First-strand complementary DNA (cDNA) was then synthesised using 1 µg of DNase treated RNA using SuperScript IV Reverse Transcriptase (Invitrogen, USA) using an oligo dT primer following the manufacturers instructions. At this point a control reaction where the reverse transcriptase is omitted was run, one reaction per set of replicate samples. When tested alongside synthesised cDNA these reactions control for the presence of genomic DNA contamination.

Measurement of relative abundances of cDNA, as a measure of gene expression, was done using Real time quantitative PCR (RT-qPCR). In this assay 10 µl reactions using Power SYBR Green PCR Master Mix and 2 µl of diluted cDNA (cDNA was diluted 20x prior to RT-qPCR). Control reactions using water, as well as the cDNA reactions which lacked reverse transcriptase, were run simultaneously. RT-qPCR experiments were assembled on 384-well plates and run on an Applied Biosystems 7900HT Sequence Detection System.

Analysis of the RT-qPCR data was done using the 2^−ΔΔ*Ct*^ algorithm (Livak & Schmittgen, 2001). This utilised either *Medtr7g089120* a *TUBULIN BETA-1 CHAIN* gene or *Medtr6g084690* a *SERINE/THREONINE PROTEIN PHOSPHATASE 2A REGULATORY SUBUNIT* (*PP2A*; previously known as *PROTODERMAL FACTOR 2*) as reference genes (Kakar et al., 2008). Primers used are available in Table S2.

### RNA-Seq analysis

Read trimming of the the FASTQ files was then performed using BBDuk tool in the BBTools suite (v37.54; Bushnell, 2018). This removed the sequencing adapters and low quality sequence (Phred = 20) and retained only reads which were at least 36 bases in length. Furthermore read pairs lacking one of the pair were discarded. Transcripts were then quantified using Salmon (v0.8.2; Patro et al., 2017) which uses quasi-mappings to map the reads to the annotated genes of the Mt4.0v2 transcriptome (Young et al., 2011; Tang et al., 2014). The resulting count tables were then imported into R (R Core Team, 2018) using the tximport package (v1.4.0; Soneson, Love & Robinson, 2015) and principal component analysis (PCA) and DE analysis at the gene level was performed using DESeq2 (v1.16.1; Love, Huber & Anders, 2014). DESeq2 normalizes the data by fitting a negative binomial GLM with a gene-specific dispersion parameter. Clustering was performed using the Mfuzz package (v2.36; Kumar & Futschik, 2007) using minimum centroid distances as a heuristic measure of appropriate cluster number. Briefly this consisted of compromising between cluster size and number by ascertaining when additional clusters only marginally increased the resolution.

### Data processing and visualisation

All computation and analysis was done on a Macbook Pro (2012; Intel^^®^^ Core^TM^ i7-3520M upgraded to 16 Gb RAM) from Apple Inc. (Cupertino, CA, USA) running Antergos Linux (v17.12; 4.14.11-1-ARCH kernal). Data processing and visualisation was done in R (R Core Team, 2018) using the Tidyverse suite of packages (v1.2.10; Wickham, 2017) with additional visualisation using the UpsetR package (v1.4; Conway, Lex & Gehlenborg, 2017) and the Superheat package (v0.1; Barter, 2018). Analysis and graphs can be reproduced from the accompanying collection of scripts and files in an accompanying figshare repository (see Thomson, 2018).

## Results

It has previously been demonstrated that shifting vernalised *M. truncatula* plants from SD to LD induces flowering and is accompanied by the induction of the expression of *FT-like* genes *MtFTa1*, *MtFTb1* and *MtFTb2*. It was found that three days in LD was sufficient to promote the transition to flowering in *M. truncatula* (but one was insufficient; Laurie et al., 2011). We thus utilised at least three days in LD in our experiments. Here two similar experiments are analysed where plants were grown in SD conditions until they were 10 days old and were then shifted at ZT8 into LD conditions to describe the transcriptomic changes which occur in the *M. truncatula* leaves following such shifts, alongside the *FT-like* genes.

In the first experiment sampling of leaves occurred at ZT0 (subjective dawn) and ZT2 when the plants had experienced three days of LD conditions. In the second experiment the plants had experienced five days of LD conditions and sampling occurred at ZT4. With the aim of identifying candidate regulators of *FT-like* genes these samples capture the constant LD induction of *MtFTa1* and both precede and include the first diurnal peak of *MtFTb1* and *MtFTb2* at ZT4 in LD (Laurie et al., 2011). These samples (in triplicate) were used to construct RNA-Seq libraries which were subsequently sequenced.

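The leaves of both experiments gave 6 groups of 3 biological replicates, 18 libraries in all. SD stands for 8 h of light and 16 h of dark, and LD for 16 h of light and 8 h of dark. The plants of experiment 1 were 13 days old at harvest, and those in LD had spent 3 days there. The plants of experiment 2, all harvested at ZT4, were 15 days old with 5 days in LD. Experiment 1 was sequenced from ScriptSeq libraries and experiment 2 from TruSeq Stranded mRNA libraries, so at ZT4 the time of day, the days in LD and the library kit cannot be told apart. The authors trimmed the reads with BBDuk, estimated transcript abundances with Salmon against the Mt4.0v2 transcriptome, and summed them per gene with tximport. Their deposited values are estimated counts, neither whole nor scaled, and TPM for each of 50444 genes in each library. The estimated counts of a library summed to between 18071126 and 18893500 in SD at ZT0 (median 18830794), between 18164333 and 19238383 in SD at ZT2 (median 18387255) and between 20690658 and 21571177 in SD at ZT4 (median 21516319). In LD these totals were 18009808 to 18847313 at ZT0 (median 18589498), 18174450 to 19560647 at ZT2 (median 18484296) and 22560761 to 23201592 at ZT4 (median 23145304). The paper gives its depth as sequenced reads per library, whereas the values here are sums of the estimated counts. A gene with 3 counts stands at 0.129 to 0.167 counts per 1000000 in these libraries, which was taken as the floor and covers counting error only. Replicates of a group differed by more than sampling noise in every pair, with a chi-square per gene between 2.39 and 85.0, so all 3 counted as separate samples. For the tests the estimated counts were rounded to whole numbers, scaled by the TMM method and fitted by edgeR's quasi-likelihood method, and p-values were adjusted by the Benjamini-Hochberg method over the 3 timepoints together, as the paper did with its Wald tests. The log2 fold changes of single genes come from 1 fit of all 18 libraries. Normalised counts are counts divided by the TMM-scaled library size, and errors are SDs of 3 libraries unless a standard error is named.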

The sequenced RNA-Seq libraries all generated 40-50 million reads with mean quality scores greater than 35. The quantification of gene abundances reported an average mapping rate of 89.86% to the Mt4.0v2 transcriptome (see Table S1 for full table of abundances in Transcripts per Million; TPM). Thus the data generated are of a high quality and indicates that the Mt4.0v2 transcriptome is reasonably complete.

### Differential expression at each time point

Analysis of this data initially considered pairwise comparisons of gene expression between LD and SD at each timepoint. The significance of any differences observed was assessed using Wald significance tests and since there are three sets of tests, the significance levels of these were adjusted for together using the false discovery rate method.

It was observed that 28,151–29,011 genes had read counts >1 (out of the 50,444 in the Mt4.0v2 transcriptome). 

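A gene entered the comparison at a timepoint when its rounded counts summed to more than 1 over the 6 libraries of that timepoint. This kept 28480 genes at ZT0, 28151 genes at ZT2 and 29011 genes at ZT4.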

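At ZT0, 7781 genes (27.3% of those tested) had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 4079 were higher in LD and 3702 were higher in SD, and their median absolute log2 fold change was 0.80. Among the alternatives tried, leaving out 1 library moved this number most, to 5744 genes.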

Of these 6,824 genes at ZT0 (24% of expressed genes) had statistically different expression (*α* = 0.05). 

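At ZT2, edgeR's quasi-likelihood test gave an adjusted p under 0.05 for 6981 genes (24.8%), 3608 of them higher in LD. With the replicate number as a block the number at ZT2 was 7489, the deviations of same-numbered SD and LD libraries from their group means having a correlation of 0.101 there. At ZT4, 8773 genes (30.2%) passed, 4281 higher in LD and 4492 higher in SD. The median absolute log2 fold change of the genes that passed was 0.60 at ZT2 and 0.78 at ZT4.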

There were 5,523 genes (19%) at ZT2 and 7,743 genes (25%) at ZT4 (Table S3). When these lists were filtered for those which had >2-fold differences and had >10 mean normalised reads then 2,436, 1,309 and 2,661 genes were judged to be DE at ZT0, ZT2 and ZT4 respectively. These numbers are similar to what was observed in an *A. thaliana* microarray experiment after a SD to LD shift where 2000 genes were DE (Wigge et al., 2005).

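With the same definition of DE applied to edgeR's adjusted p-values, 2593 genes were DE at ZT0 (1281 higher and 1312 lower in LD), 1447 at ZT2 (650 higher and 797 lower) and 2832 at ZT4 (1345 higher and 1487 lower). A replicate block left the ZT2 number at 1472. The alternative that moved these numbers most was a minimum log2 fold change of 1.5, which gave 1244, 572 and 1364 genes. Genes with more than a 2-fold difference made up 38.3% of the genes with an adjusted p under 0.05 at ZT0, 24.0% at ZT2 and 38.9% at ZT4. For each timepoint, 2 rises and 2 falls were taken by the fitted log2 fold change among genes whose LD and SD libraries did not overlap, a separation that chance gives for 10% of genes with 3 libraries against 3. That estimate is uncertain in size where a group is at the floor, so the bounds below need not follow its order. At ZT0 the rises in LD were at least 66.0-fold for the cytochrome P450 gene *Medtr1g091023* and at least 52.1-fold for *Medtr4g026380*, which encodes a hypothetical protein. The falls were at least 145-fold for *Medtr1g015165* and at least 24.3-fold for *Medtr4g478260*, while *MtPRR59c*, with reads in both photoperiods, was 68.9-fold lower. At ZT2 *Medtr4g026380* rose at least 27.7-fold and *Medtr2g084160*, also a hypothetical protein, at least 23.2-fold, while *Medtr0204s0040* fell at least 38.5-fold and *Medtr3g071070* at least 8.43-fold, and *MtPRR37a*, not taken by this order, was 10.4-fold lower. At ZT4 the rises belonged to *MtFTb1* and *MtFTb2*, and the falls to *MtCDF1* and the MIP family transporter gene *Medtr3g008920*, which was 257-fold lower. The adjusted p-values of the 12 differences taken lay between 1.17e-15 and 0.0121 in edgeR's quasi-likelihood test.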

The transcript abundances of the LD induced *FT-like* genes and five other candidate photoperiod pathway genes were assessed (Fig. 1). While absent in SD, large increases in *MtFTa1* transcript abundance were observed in LD at ZT0, ZT2 and ZT4. In addition, appreciable expression of *MtFTb1* and *MtFTb2* was only seen in LD at ZT4, with minimal to no expression at ZT0 and ZT2 in either SD or LD.

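*MtFTa1* (*Medtr7g084970*) had at most 2 reads in any SD library. In LD its abundance was 5.03 ± 1.46 TPM at ZT0, 2.94 ± 0.720 TPM at ZT2 and 7.76 ± 2.32 TPM at ZT4 (SD, n = 3). Against the floor of 3 counts this is at least 15.7-fold, 10.4-fold and 33.5-fold higher in LD, with adjusted p = 6.65e-08, 4.12e-07 and 1.52e-09 in edgeR's quasi-likelihood test. With 1 library left out in turn, the highest adjusted p at any timepoint in that test was 7.96e-06.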

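*MtFTb1* (*Medtr7g006630*) and *MtFTb2* (*Medtr7g006690*) had 0 reads in all SD libraries and in all LD libraries at ZT0. At ZT2 in LD, *MtFTb1* reached 0.574 ± 0.0951 TPM, with at most 7 reads in a library, and *MtFTb2* at most 3 reads, which is at the floor. At ZT4 in LD, *MtFTb1* stood at 13.3 ± 0.982 TPM and *MtFTb2* at 6.99 ± 0.348 TPM (SD, n = 3). These are at least 55.3-fold and 30.4-fold above SD, with adjusted p = 4.86e-09 and 7.70e-07 in edgeR's quasi-likelihood test. For *MtFTb2* the alternatives gave 7.70e-07 to 0.228, the highest with DESeq2. Salmon divides reads that fit several transcripts among them, so how many reads fall to each of these paralogs is less certain than their sum.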

**Figure 1:**
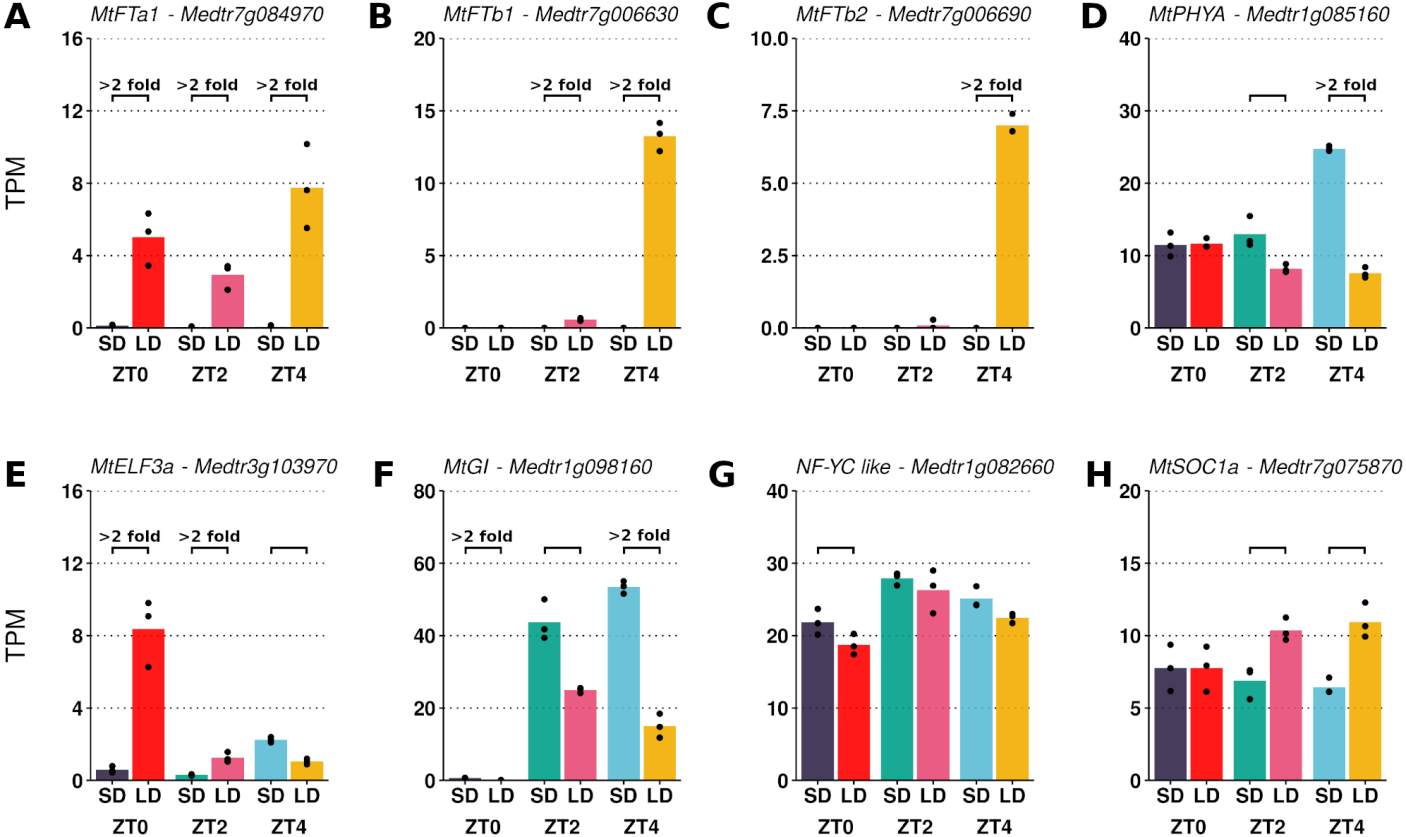
Pairwise comparisons of photoperiod induced changes in expression between LD and SD of a selection of candidate photoperiod pathway genes. Graphs show the mean transcript abundance (in TPM) of (A) MtFTa1, (B) MtFTb1, (C) MtFTb2, (D) MtPHYA, (E) MtELF3a, (F) MtGI, (G) the NF-YC-like gene (Medtr1g082660) and (H) MtSOC1a across the three timepoints. Points are the individual replicate libraries. Statistically significant differences (*α* = 0.05) are indicated by the bracket with those differences which show at least a 2-fold change in transcript abundance annotated.

The differences in expression exhibited by the *FT-like* genes in Figs. 1A to 1C qualitatively agree with previously reported RT-qPCR time course data where in LD *MtFTa1* has an approximately constant level of expression across the day (Laurie et al., 2011). *MtFTb1* and *MtFTb2* have been observed to diurnally peak at ZT4 and ZT16 (Laurie et al., 2011), consistent with the DE observed here at ZT4 (Figs. 1B and 1C). This indicates that despite originating from different experiments, these datasets could be analysed together as a ZT0-to-ZT4 time series to observe the pattern of gene expression change following a SD to LD shift.

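The libraries of the second kit were compared with those of the first by effective gene length, taken as count over TPM. Across 19758 genes, the Spearman correlation of relative length with the log ratio of ZT4 to ZT2 was -0.153, against -0.0534 for the ratio of ZT2 to ZT0, whose libraries share a kit. Genes are not independent replicates, so these values carry no p. From the constant *MtFTa1* expression in LD and the appearance of *MtFTb1* and *MtFTb2* at ZT4, set beside earlier RT-qPCR time courses, the paper reasons that both experiments can be treated as a single series from ZT0 to ZT4.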

To further demonstrate that these datasets could be analysed together we considered the diurnal expression of four other genes measured by RT-qPCR in an independent ZT0-ZT20 time series experiment and compared them to our RNA-Seq data (Fig. 2). Here it was observed that in *MtFKF1* (*Medtr8g105590*) and *MtCDF1* (*Medtr2g059540*) from a low point at ZT0 in SD gene expression increases and peaks at ZT8 (Figs. 2A and 2B). This is also seen in the gene abundances of the RNA-Seq datasets where a large increase in SD at ZT4 is observed. 

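In the RNA-Seq libraries from SD, *MtFKF1* rose from 2.53 ± 0.527 normalised counts at ZT0 to 38.4 ± 3.71 at ZT2 and 427 ± 67.7 at ZT4 (SD, n = 3). *MtCDF1* had 0 reads at ZT0 in SD, 18.8 ± 8.26 normalised counts at ZT2 and 170.3 ± 21.7 at ZT4. The change over time was not tested within SD alone, and the ZT4 libraries are those of the second experiment.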

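In LD, *MtFKF1* fell from 26.3 ± 10.1 normalised counts at ZT0 to 14.4 ± 4.63 at ZT2 and 13.3 ± 0.651 at ZT4 (SD, n = 3). *MtCDF1* had at most 1 read in each LD library. *MtFKF1* was at least 7.33-fold higher in LD at ZT0 and 31.8-fold lower at ZT4, with adjusted p = 2.41e-06 and 1.20e-12 in edgeR's quasi-likelihood test. For *MtCDF1* at ZT4 the abundance in LD was at least 65.3-fold lower (adjusted p = 6.14e-10 in the same quasi-likelihood test of edgeR).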

Similar minimal LD expression at these timepoints between the two datasets is also in evidence (Figs. 2E and 2F). Conversely, in the RT-qPCR time course *MtCDF2* (*Medtr5g041420*) and *MtCDF4* (*Medtr6g012450*) have their greatest expression at ZT0 and which in SD sharply decreases at ZT4 (Figs. 2C and 2D) which is also observed in the RNA-Seq transcript abundances (Figs. 2G and 2H).

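The RNA-Seq counts of *MtCDF4* in SD were 1322 ± 86.7 at ZT0, 165 ± 11.7 at ZT2 and 74.2 ± 7.93 at ZT4 after normalisation (SD, n = 3). In LD they stayed between 392 and 602. The log2 fold change of *MtCDF4* in LD relative to SD went from -1.34 at ZT0 to 1.86 at ZT2 and 2.40 at ZT4 (adjusted p at most 6.98e-08 in edgeR's quasi-likelihood test). *MtCDF2* was expressed at a far lower level, with 16.2 ± 4.64 normalised counts in SD at ZT0 and at most 1 read per library in SD at ZT4. It was 2.14-fold lower in LD at ZT0 (adjusted p = 0.0482 in edgeR's quasi-likelihood test), a difference that had an adjusted p of 0.0675 in the same test of edgeR when all libraries were thinned to the smallest total, and of 0.0267 to 0.184 over the other alternatives. At ZT2 it had at most 3 reads per SD library and 17.3 ± 4.34 normalised counts in LD, a log2 fold change of 2.32 (standard error 0.47, adjusted p = 6.33e-04 in edgeR's quasi-likelihood test).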

**Figure 2:**
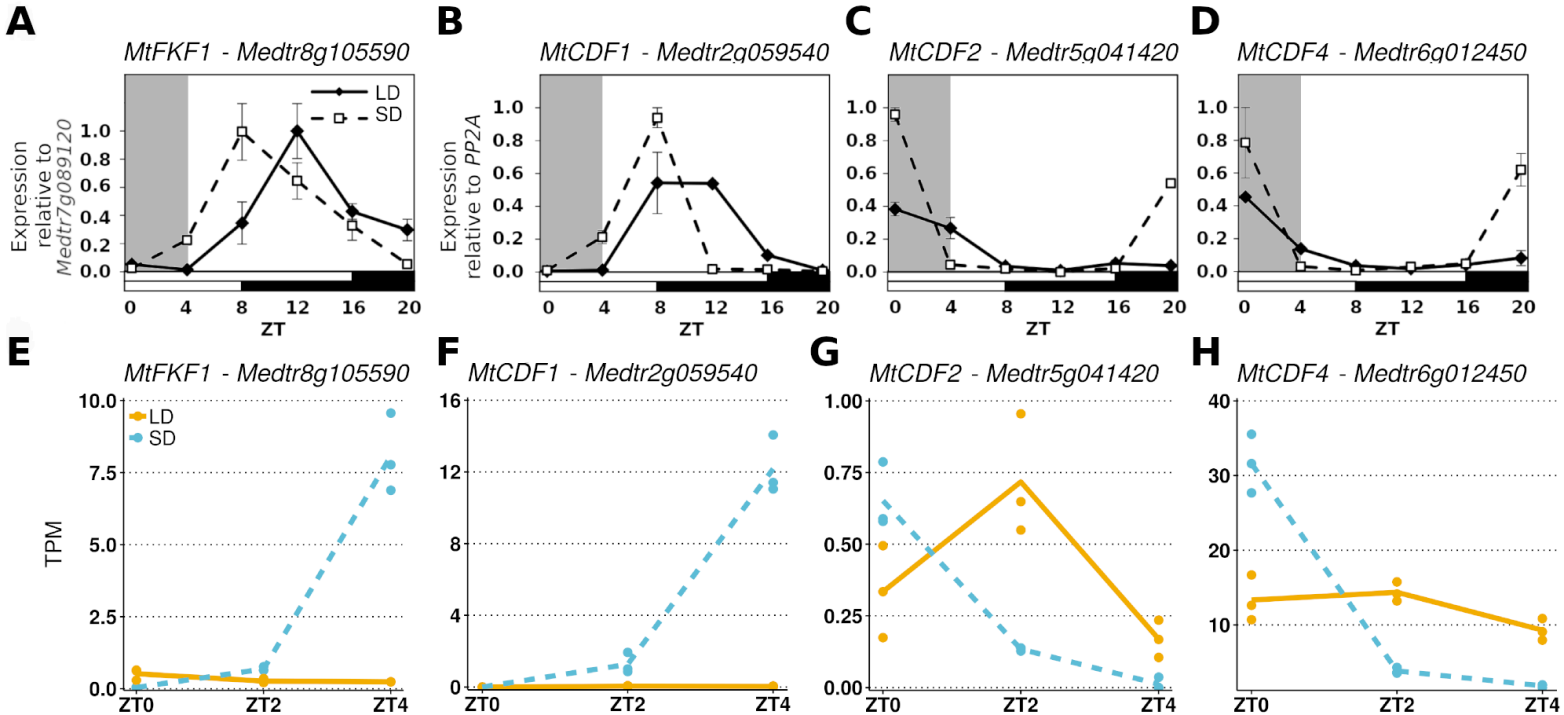
Comparing RT-qPCR and RNA-Seq results from independent experiments to validate combining the RNA-Seq datasets. (A–D) are the diurnal patterns of expression of *MtFKF1* (*Medtr8g105590*), *MtCDF1* (*Medtr2g059540*), *MtCDF2* (*Medtr5g041420* and *MtCDF4* (Medtr6g012450) respectively measured over a diurnal time course using RT-qPCR. The first four hours which overlap with the RNA-Seq data are shaded in grey. Error bars are standard errors of two biological replicates. Samples consist of two fully expanded trifoliate leaves with two biological replicates per time point. For *MtFKF1* these samples were pooled and error bars are standard errors of technical replicates (using *Medtr7g089120* as a reference gene) while for *MtCDF1*, *MtCDF2* and *MtCDF4* these are standard errors of biological replicates (using *PP2A* as a reference gene). (E–H) are the corresponding transcript abundances from the RNA-Seq datasets. The points represent TPM values of the individual replicate libraries plotted with a LOESS smoothed line of best fit for both SD (blue and dotted) and LD (orange and line) samples.

### Overview of the time series analysis

The similarity between the patterns of expression observed in this data with previously reported RT-qPCR results for three genes (Figs. 1A to 1C), as well as independently collected RT-qPCR results for an additional four genes (Fig. 2) indicates that there is no significant batch effect which would bias the interpretation of this data as a time series. We then analysed the data in such a manner.

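Summed over all 18 libraries, 31363 genes passed the count minimum. Of these, 1226 genes had 0 counts in all libraries of one photoperiod, and 5 of the 1226 had a mean normalised count above 10.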

Across the three timepoints 31,363 genes (out of the 50,444) had a read count >1 at at least one timepoint (see Fig. S1 for dispersion plot and MA-plot) and were included in the analysis. To take an overarching view of the variation between samples, principal component analysis (PCA) was employed with the first two principal components plotted in Fig. 3. Biological replicates clustered together and 64% of the observed variation is explained by the first two principal components which strongly align with the time of sampling (PC1) and the photoperiod condition (PC2).

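The PCA was computed on log2 normalised counts plus 1 of all 31363 genes, centred and not scaled. PC1 held 27.0% of the variation and PC2 16.5%, together 43.5%, with 12.6% on PC3. With the 500 most variable genes, the alternative that moved this share most, the first components held 59.1%. The time of sampling accounted for 85.9% of the variation of PC1 scores and photoperiod for 1.80%. On PC2 photoperiod accounted for 51.8% and time for 40.0%, and with the 500 most variable genes for 83.0% and 0.305%, where SD and LD libraries did not overlap on PC2. The mean PC1 score rose from -92.4 at ZT0 to 21.7 at ZT2 and 95.2 at ZT4 in SD, and from -50.8 to -11.9 and 38.1 in LD. The mean PC2 scores were -64.2, 25.4 and -64.0 in SD and 15.5, 59.4 and 27.8 in LD. Replicates of a group lay at most 20.5 apart on these components, while the closest libraries of different groups lay 12.9 apart. Those closest libraries, replicate 3 of SD at ZT2 and replicate 1 of LD at ZT4, had PC3 scores of 66.3 and -6.26.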

**Figure 3:**
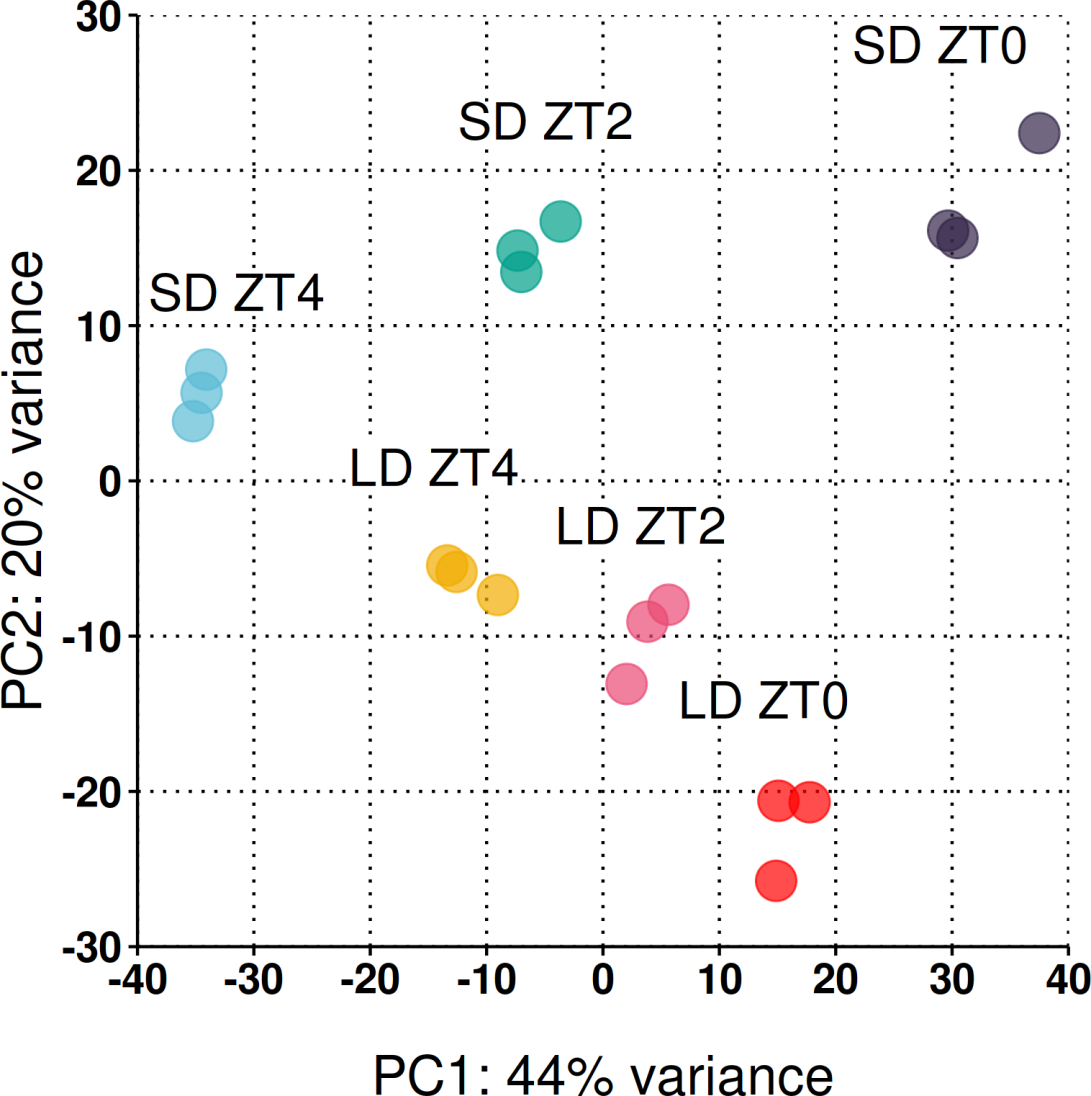
Reduced-space plot of the first two components of a PCA of individual RNA-Seq libraries. This plot gives an overarching perspective on the variation within the dataset with the first two components explaining 64% of the variation. PC1 strongly aligns with the time of sampling and PC2 the photoperiod condition. The plot was constructed using log_2_ normalised counts of genes with non-zero read counts.

Typically in a pairwise comparison, differences in transcript abundances can be filtered based on fold-change and levels of expression to focus on genes more likely to be biologically consequential. This is difficult in a time series as it is unknown in this instance which timepoint is most relevant to the regulation of *FT-like* genes. Reflecting on the gene abundances plotted in Fig. 1 it was observed that the genes with differing expression between LD and SD could be broadly grouped into two classes, those which altered their pattern of expression in response to the photoperiodic shift and those which altered the magnitude of their expression. Specifically, in Fig. 1, the majority of genes (six) change their pattern of expression over time between conditions (*MtFTb1*, *MtFTb2*, *MtPHYA*, *MtGI*, *MtELF3a* and *MtSOC1a*), while two genes maintain a similar pattern, but vary in magnitude of expression between conditions (*MtFTa1* and the *NF-YC-like* gene). It was into these two classes that we decided to segment the time series data followed by clustering.

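*MtPHYA* had 11.5 ± 1.64 TPM in SD and 11.6 ± 0.672 TPM in LD at ZT0, and 24.8 ± 0.352 and 7.58 ± 0.736 TPM at ZT4 (SD, n = 3). Its log2 fold change in LD relative to SD was -0.08, -0.72 and -1.65 at the 3 timepoints (standard errors of 0.10 each), with adjusted p = 0.621, 7.19e-06 and 8.72e-11 in edgeR's quasi-likelihood test. *MtGI* was lower in LD at each timepoint, by 9.91-fold, 1.81-fold and 3.43-fold (highest adjusted p 7.18e-06 in edgeR's quasi-likelihood test). *MtELF3a* went from 13.4-fold higher in LD at ZT0 and 3.91-fold higher at ZT2 to 2.06-fold lower at ZT4 (highest adjusted p 2.45e-04 in edgeR's quasi-likelihood test). *MtSOC1a* did not differ detectably at ZT0, and was 1.45-fold higher in LD at ZT2 and 1.75-fold higher at ZT4 (adjusted p = 0.0136 and 3.20e-04 in edgeR's quasi-likelihood test, the value at ZT2 having a range of 0.00764 to 0.0876 over its alternatives). The *NF-YC-like* gene had 21.8 ± 1.78 TPM in SD and 18.7 ± 1.43 TPM in LD at ZT0, a log2 fold change of -0.32 (standard error 0.09, adjusted p = 0.00861 in edgeR's quasi-likelihood test). At ZT2 and ZT4 its differences did not pass the test, with log2 fold changes of -0.13 and -0.10.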

To classify the genes into these two classes we fit two models to the data. The first model included an interaction term between growth condition (SD or LD) and time of sampling (ZT0, ZT2 and ZT4). This was to identify genes which respond in a condition-specific manner over time such that any changes in the pattern of gene expression brought about by the photoperiodic shift are determined (e.g., *MtFTb1* in Fig. 1B). Secondly, we repeated the analysis with a model which lacked this interaction term to test for just the effect of condition (LD vs SD) on the magnitude of gene expression (e.g., the *NF-YC-like* gene in Fig. 1G). This dual approach facilitated the identification of genes which alter their pattern of expression or only the magnitude of their expression respectively.

Alongside this analysis, an *a priori* list of 146 candidate genes was also assembled consisting of genes shown to, or are suspected of, participating in flowering time regulation via the photoperiod pathway (Tables 1 and 2). In addition to the *FT-like* genes, the list incorporates photoreceptors, components of the circadian clock and classes of transcription factor which could potentially regulate the *FT-like* genes chosen based on their role in *A. thaliana*. These include candidates from the *CDF*, *TPL* and *NF-Y* families as well as additional transcription factors from families with members known to bind the promoter of *FT* in *A. thaliana* compiled by Ridge et al. (2016). These include the genes containing CCT-domain and B-box domains as well as the *CIB/BEE-like* (*CBL*), *CRYPTOCHROME-INTERACTING BASIC-helix-loop-helix* (*CIB*), *PHYTOCHROME INTERACTING FACTOR* (*PIF*), and *APETALA2* (*AP2*) families.

**Table 1:** Photoperiod induced changes in the pattern of gene expression over time in candidate flowering time loci.

				**ZT0**				**ZT2**				**ZT4**					
			**Interaction**	**Mean**	**Log_2_**	**Log_2_**	**adj.**	**Mean**	**Log_2_**	**Log_2_**	**adj.**	**Meam**	**Log_2_**	**Log_2_**	**adj.**		
**Gene identifier**	**Name**	**Description** (Mt4.0 annotation)	**adj. *p*-value**	**read counts**	**fold-change**	**s.e**	***p*-value**	**read counts**	**fold-change**	**s.e**	***p*-value**	**read counts**	**fold-change**	**s.e**	***p*-value**	**Cluster**	**Membership**
*Medtr1g085160*	*MtPHYA*	phytochrome protein A	**3.20 ×10^−24^**	1100	−0.13	0.10	2.30 ×10^−01^	1000	−0.71	0.10	**5.80 ×10^−12^**	**1900**	**−1.60**	**0.10**	**6.90 ×10^−60^**	11	0.41
*Medtr2g034040*	*MtPHYB*	phytochrome protein B	**2.70 ×10^−08^**	790	−0.38	0.08	**7.60 ×10^−06^**	800	0.06	0.08	5.50 ×10^−01^	590	0.34	0.08	**1.50 ×10^−04^**	18	0.74
*Medtr2g049520*	*MtPHYE*	phytochrome protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g063920*	*MtCRY1*	cryptochrome protein	**1.70 ×10^−13^**	5500	−0.85	0.07	**1.40 ×10^−29^**	3600	−0.04	0.07	6.30 ×10^−01^	4700	−0.26	0.07	**1.00 ×10^−03^**	10	0.53
*Medtr1g076190*	*MtCrRY2A*	cryptochrome 2B apoprotein	**3.60 ×10^−21^**	2500	−0.68	0.08	**1.40 ×10^−16^**	1200	0.35	0.08	**8.50 ×10^−05^**	2000	−0.65	0.08	**6.30 ×10^−15^**	15	0.47
*Medtr1g043190*	*MtCRY2B*	cryptochrome 2B apoprotein	**4.60 ×10^−21^**	300	−0.96	0.14	**8.50 ×10^−12^**	**140**	**−1.60**	**0.16**	**7.50 ×10^−22^**	**250**	**−3.10**	**0.17**	**1.30 ×10^−73^**	10	0.18
*Medtr7g118330*	*MtLHY*	late elongated hypocotyl-like protein	**3.00 ×10^−70^**	**37000**	**−1.90**	**0.18**	**2.00 ×10^−25^**	28000	0.57	0.18	**2.60 ×10^−03^**	**18000**	**2.90**	**0.18**	**7.40 ×10^−58^**	18	0.27
*Medtr4g108880*	*MtTOC1a*	two-component response regulator-like APRR7 protein	**1.50 ×10^−58^**	**75**	**4.40**	**0.36**	**2.10 ×10^−31^**	**63**	**2.00**	**0.23**	**5.10 ×10^−17^**	120	−0.97	0.18	**2.60 ×10^−07^**	2	0.69
*Medtr3g037390*	*MtTOC1b*	timing of cab expression 1/PRR response regulator	**2.00 ×10^−22^**	**100**	**1.70**	**0.19**	**4.10 ×10^−18^**	100	0.88	0.18	**2.30 ×10^−06^**	190	−0.71	0.15	**1.70 ×10^−05^**	2	0.37
*Medtr4g061360*	*MtPRR37a*	PRR response regulator	**1.20 ×10^−11^**	**580**	**−4.40**	**0.21**	**1.80 ×10^−97^**	**1600**	**−3.40**	**0.18**	**5.30 ×10^−77^**	**4400**	**−2.40**	**0.17**	**1.10 ×10^−40^**	12	0.41
*Medtr1g067110*	*MtPRR37b*	two-component response regulator-like APRR7 protein	**1.90 ×10^−03^**	**350**	**−2.00**	**0.14**	**3.30 ×10^−46^**	**820**	**−1.40**	**0.12**	**5.20 ×10^−30^**	**2700**	**−2.10**	**0.12**	**5.60 ×10^−66^**	9	0.34
*Medtr3g092780*	*MtPRR59a*	PRR response regulator	**4.20 ×10^−30^**	22	0.28	0.32	4.60 ×10^−01^	**150**	**−2.30**	**0.24**	**4.40 ×10^−20^**	**1400**	**−4.30**	**0.21**	**4.20 ×10^−88^**	9	0.5
*Medtr8g024260*	*MtPRR59b*	PRR response regulator	**1.40 ×10^−05^**	**54**	**−2.30**	**0.24**	**5.20 ×10^−21^**	**210**	**−1.20**	**0.15**	**1.50 ×10^−14^**	**1300**	**−2.00**	**0.13**	**5.50 ×10^−56^**	9	0.33
*Medtr7g118260*	*MtPRR59c*	PRR response regulator	**9.50 ×10^−34^**	**200**	**−6.20**	**0.38**	**8.60 ×10^−57^**	**710**	**−2.00**	**0.18**	**3.30 ×10^−26^**	**2100**	**−1.90**	**0.18**	**4.30 ×10^−25^**	12	0.59
*Medtr3g103970*	*MtELF3a*	early flowering protein	**1.30 ×10^−43^**	**250**	**3.70**	**0.24**	**7.30 ×10^−50^**	**43**	**2.00**	**0.30**	**1.60 ×10^−10^**	**110**	**−1.00**	**0.22**	**2.20 ×10^−05^**	4	0.37
*Medtr1g016920*	*MtELF3b*	EARLY flowering protein, putative	9.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g015470*	*ELF3-like*	hypothetical protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g015480*	*ELF3-like*	early flowering protein, putative	**4.50 ×10^−12^**	**160**	**1.50**	**0.23**	**4.20 ×10^−10^**	56	−0.38	0.26	2.00 ×10^−01^	150	−0.86	0.23	**4.40 ×10^−04^**	16	0.34
*Medtr4g064730*	*MtLUXa*	myb-like DNA-binding domain, shaqkyf class protein	**1.60 ×10^−07^**	**11**	**3.80**	**0.79**	**6.10 ×10^−06^**	12	0.36	0.45	5.00 ×10^−01^	21	−0.62	0.38	1.50 ×10^−01^	7	0.57
*Medtr7g089010*	*MtLUXb*	MYB-like transcription factor family protein	**2.90 ×10^−02^**	**180**	**−1.60**	**0.14**	**6.60 ×10^−28^**	**310**	**−1.10**	**0.12**	**4.90 ×10^−19^**	**330**	**−1.10**	**0.12**	**7.70 ×10^−17^**	12	0.37
*Medtr3g070490*	*MtELF4*	early flowering protein	**2.10 ×10^−71^**	**53**	**3.60**	**0.35**	**2.40 ×10^−22^**	**24**	**1.80**	**0.33**	**4.20 ×10^−07^**	**56**	**−4.00**	**0.37**	**2.30 ×10^−25^**	16	0.32
*Medtr8g020200*	*ELF4-like*	early flowering protein	5.80 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g125590*	*ELF4-like*	early flowering protein	9.20 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g041310*	*ELF4-like*	early flowering protein	**2.60 ×10^−02^**	**160**	**−1.40**	**0.20**	**8.50 ×10^−11^**	120	−0.55	0.20	**1.20 ×10^−02^**	200	−0.67	0.19	**1.10 ×10^−03^**	10	0.17
*Medtr1g098160*	*MtGI*	gigantea protein 1B	**2.60 ×10^−14^**	**35**	**−3.40**	**0.36**	**5.90 ×10^−20^**	3300	−0.86	0.12	**8.40 ×10^−12^**	**4100**	**−1.70**	**0.12**	**1.20 ×10^−45^**	9	0.23
*Medtr8g105590*	*MtFKF1*	flavin-binding kelch repeat F-box protein, putative	**4.60 ×10^−56^**	**14**	**3.30**	**0.60**	**1.50 ×10^−07^**	**24**	**−1.40**	**0.33**	**5.40 ×10^−05^**	**250**	**−5.00**	**0.29**	**1.70 ×10^−64^**	11	0.78
*Medtr2g036510*	*MtZTL*	galactose oxidase/kelch repeat protein	6.90 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g058520*	*MtE1*	E1 protein	**2.20 ×10^−03^**	1.8	−2.30	1.20	8.60 ×10^−02^	**23**	**2.20**	**0.51**	**6.20 ×10^−05^**	**23**	**1.40**	**0.49**	**7.10 ×10^−03^**	8	0.16
*Medtr7g084970*	*MtFTa1*	flowering locus protein T	5.70 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g085020*	*MtFTa2*	flowering locus protein T	**2.80 ×10^−03^**	**17**	**1.00**	**0.44**	**3.80 ×10^−02^**	**11**	**−1.10**	**0.49**	**4.90 ×10^−02^**	28	−0.97	0.39	**2.30 ×10^−02^**	11	0.3
*Medtr6g033040*	*MtFTa3*	flowering locus protein T	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g006630*	*MtFTb1*	flowering locus protein T	**2.00 ×10^−03^**	0	−0.16	1.70	9.40 ×10^−01^	3	5.00	1.30	**2.10 ×10^−04^**	**90**	**9.90**	**1.20**	**2.60 ×10^−15^**	3	0.4
*Medtr7g006690*	*MtFTb2*	flowering locus protein T	6.70 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g461760*	*MtFULa*	MADS-box transcription factor	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g109830*	*MtFULb*	MADS-box transcription factor	**3.00 ×10^−02^**	10	1.70	0.60	**8.00 ×10^−03^**	24	−0.27	0.46	6.30 ×10^−01^	**15**	**1.40**	**0.52**	**1.60 ×10^−02^**	8	0.39
*Medtr7g016630*	*MtFULc*	MADS-box transcription factor	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g075870*	*MtSOC1a*	MADS-box transcription factor	**7.40 ×10^−04^**	110	−0.16	0.18	4.60 ×10^−01^	120	0.53	0.18	**5.30 ×10^−03^**	150	0.86	0.17	**1.90 ×10^−06^**	3	0.35
*Medtr8g033250*	*MtSOC1b*	MADS-box transcription factor	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g033220*	*MtSOC1c*	MADS-box transcription factor	9.80 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g059540*	*MtCDF1*	Dof domain zinc finger protein	**8.80 ×10^−03^**	0	−0.16	1.70	9.40 ×10^−01^	**8.7**	**−4.70**	**1.10**	**4.30 ×10^−05^**	**96**	**−8.20**	**1.10**	**1.00 ×10^−13^**	11	0.4
*Medtr5g041420*	*MtCDF2*	DOF zinc finger protein	**1.40 ×10^−05^**	11	−1.10	0.54	5.70 ×10^−02^	9.5	2.40	0.65	**7.60 ×10^−04^**	**2.7**	**3.80**	**1.30**	**7.30 ×10^−03^**	5	0.19
*Medtr5g041530*	*MtCDF3*	cycling DOF factor 2	**3.10 ×10^−19^**	220	0.29	0.16	9.30 ×10^−02^	**170**	**1.30**	**0.17**	**8.80 ×10^−14^**	**99**	**2.80**	**0.23**	**1.20 ×10^−34^**	1	0.58
*Medtr6g012450*	*MtCDF4*	DOF-type zinc finger DNA-binding family protein	**3.40 ×10^−77^**	**860**	**−1.40**	**0.14**	**1.60 ×10^−21^**	**350**	**1.90**	**0.16**	**5.40 ×10^−31^**	**270**	**2.40**	**0.17**	**1.30 ×10^−45^**	5	0.34
*Medtr6g027460*	*MtCDF5*	Dof zinc finger DOF5.2-like protein	**1.40 ×10^−18^**	**370**	**1.40**	**0.19**	**4.40 ×10^−13^**	**350**	**2.00**	**0.19**	**2.30 ×10^−24^**	**100**	**4.90**	**0.37**	**1.30 ×10^−37^**	1	0.69
*Medtr7g010950*	*MtCDF6*	DOF-type zinc finger DNA-binding family protein	**6.40 ×10^−30^**	360	−0.40	0.16	**2.50 ×10^−02^**	**260**	**1.60**	**0.17**	**1.10 ×10^−19^**	**200**	**2.40**	**0.19**	**2.40 ×10^−36^**	1	0.32
*Medtr2g016030*	*MtCDFa*	Dof domain zinc finger protein	8.90 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g435480*	*MtCDFb*	DOF-type zinc finger DNA-binding family protein	**2.60 ×10^−22^**	**1400**	**−3.10**	**0.24**	**2.40 ×10^−35^**	800	−0.33	0.24	2.30 ×10^−01^	1400	0.33	0.24	2.20 ×10^−01^	12	0.23
*Medtr4g082060*	*MtCDFc*	DOF-type zinc finger DNA-binding family protein	**1.90 ×10^−41^**	**970**	**−1.90**	**0.15**	**5.40 ×10^−35^**	720	0.73	0.15	**2.80 ×10^−06^**	760	0.69	0.15	**1.10 ×10^−05^**	13	0.26
*Medtr5g041380*	*MtCDFd*	DOF domain, zinc finger protein	6.00 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g041400*	*MtCDFe*	DOF domain, zinc finger protein	**2.70 ×10^−06^**	**8.3**	**−2.70**	**0.71**	**2.80 ×10^−04^**	8.7	1.00	0.58	1.20 ×10^−01^	3.5	2.50	0.98	**1.70 ×10^−02^**	18	0.21
*Medtr6g027450*	*MtCDFf*	Dof zinc finger DOF5.2-like protein	3.30 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g086780*	*MtCDFg*	Dof zinc finger DOF5.2-like protein	1.80 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g044220*	*MtCDFh*	DOF-type zinc finger DNA-binding family protein	1.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g085250*	*MtCOP1*	E3 ubiquitin-protein ligase COP1	**1.70 ×10^−02^**	1200	−0.48	0.09	**3.20 ×10^−07^**	1800	−0.26	0.09	**6.10 ×10^−03^**	1600	−0.08	0.09	4.50 ×10^−01^	8	0.17
*Medtr5g009530*	*SPA1-like*	ubiquitin ligase cop1, putative	1.90 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g027985*	*SPA1-like*	ubiquitin ligase cop1, putative	**8.90 ×10^−170^**	**310**	**3.40**	**0.16**	**5.10 ×10^−96^**	**1000**	**−1.10**	**0.11**	**4.10 ×10^−20^**	**2400**	**−1.60**	**0.11**	**1.60 ×10^−47^**	17	0.46
*Medtr2g085210*	*SPA1-like*	ubiquitin ligase cop1, putative	1.30 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g104140*	*TPL-like*	topless-like protein	**9.70 ×10^−05^**	1700	−0.89	0.12	**3.30 ×10^−13^**	1800	−0.48	0.12	**1.50 ×10^−04^**	1500	−0.11	0.12	4.20 ×10^−01^	18	0.2
*Medtr4g009840*	*TPL-like*	topless-like protein	6.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g114980*	*TPL-like*	topless-like protein	3.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g435370*	*TPL-like*	transducin family protein/WD-40 repeat protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g435440*	*TPL-like*	topless-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g120900*	*TPL-like*	topless-like protein	**1.10 ×10^−04^**	980	−0.48	0.07	**9.70 ×10^−12^**	1200	−0.22	0.07	**1.70 ×10^−03^**	1400	−0.05	0.06	5.40 ×10^−01^	12	0.34
*Medtr7g112460*	*TPL-like*	topless-like protein	7.60 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g065670*	*TPL-like*	topless-like protein	8.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g435380*	*TPL-like*	topless-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g012820*	*TPL-like*	topless-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr6g444980*	*MtFE*	myb-like transcription factor family protein	**3.00 ×10^−04^**	430	0.46	0.10	**6.50 ×10^−06^**	380	0.03	0.10	7.90 ×10^−01^	440	0.61	0.10	**8.50 ×10^−10^**	1	0.29
*Medtr3g058980*	*NF-YB like*	nuclear transcription factor Y protein	**3.60 ×10^−04^**	910	0.09	0.09	3.80 ×10^−01^	540	−0.42	0.09	**1.30 ×10^−05^**	820	−0.31	0.09	**8.40 ×10^−04^**	15	0.21
*Medtr5g095740*	*NF-YB like*	nuclear transcription factor Y protein	**2.40 ×10^−09^**	570	−0.80	0.17	**4.70 ×10^−06^**	160	0.69	0.18	**5.00 ×10^−04^**	430	−0.74	0.17	**3.30 ×10^−05^**	15	0.54
*Medtr1g082660*	*NF-YC like*	nuclear transcription factor Y protein	8.80 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g099180*	*NF-YC like*	nuclear transcription factor Y protein	**5.10 ×10^−03^**	1800	0.51	0.12	**5.40 ×10^−05^**	1200	0.84	0.12	**3.20 ×10^−11^**	1900	0.22	0.12	9.40 ×10^−02^	4	0.23
*Medtr7g113680*	*NF-YC like*	nuclear transcription factor Y protein	9.00 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g093600*	*MtTEM1*	AP2/ERF and B3 domain transcription factor	**3.00 ×10^−09^**	**2600**	**−1.50**	**0.16**	**3.90 ×10^−20^**	560	−0.15	0.17	4.50 ×10^−01^	**360**	**−1.50**	**0.17**	**1.30 ×10^−16^**	14	0.46
*Medtr5g053920*	*MtTEM2*	AP2/ERF and B3 domain transcription factor	**7.40 ×10^−03^**	**1900**	**−1.20**	**0.17**	**2.10 ×10^−11^**	1000	−0.35	0.18	7.60 ×10^−02^	550	−0.79	0.18	**3.30 ×10^−05^**	14	0.23
*Medtr4g061200*	*MtTOE1a*	AP2-like ethylene-responsive transcription factor	**1.90 ×10^−05^**	**42**	**1.10**	**0.28**	**1.90 ×10^−04^**	37	0.61	0.28	**4.80 ×10^−02^**	70	−0.67	0.25	**1.30 ×10^−02^**	2	0.25
*Medtr2g093060*	*MtTOE1b*	AP2-like ethylene-responsive transcription factor	**1.20 ×10^−04^**	1200	−0.15	0.08	1.00 ×10^−01^	1100	−0.64	0.08	**2.20 ×10^−14^**	1600	−0.24	0.08	**4.90 ×10^−03^**	9	0.2
*Medtr7g100590*	*MtTOE1c*	AP2 domain transcription factor	**1.90 ×10^−02^**	49	0.82	0.27	**6.00 ×10^−03^**	28	0.30	0.30	4.00 ×10^−01^	64	−0.36	0.26	2.10 ×10^−01^	16	0.38
*Medtr1g049140*	*MtTOE2*	AP2 domain transcription factor	**2.50 ×10^−17^**	**1600**	**−1.60**	**0.13**	**4.00 ×10^−33^**	2500	−0.65	0.13	**8.40 ×10^−07^**	2900	0.06	0.13	6.80 ×10^−01^	12	0.71
*Medtr5g016810*	*MtAP2a*	AP2 domain transcription factor	**2.30 ×10^−14^**	510	0.57	0.11	**2.80 ×10^−07^**	880	−0.61	0.10	**4.30 ×10^−09^**	730	−0.24	0.10	**3.30 ×10^−02^**	6	0.46
*Medtr4g094868*	*MtAP2b*	AP2 domain transcription factor	**1.50 ×10^−12^**	**260**	**1.00**	**0.13**	**7.80 ×10^−14^**	390	−0.17	0.12	2.30 ×10^−01^	280	−0.24	0.13	9.70 ×10^−02^	6	0.21
*Medtr7g018170*	*MtCOLa*	zinc finger constans-like protein	**5.90 ×10^−104^**	**4400**	**−2.30**	**0.11**	**3.60 ×10^−105^**	1500	0.79	0.11	**1.50 ×10^−12^**	2200	0.38	0.11	**8.10 ×10^−04^**	13	0.36
*Medtr1g013450*	*MtCOLb*	zinc finger constans-like protein	**1.60 ×10^−47^**	5000	−0.82	0.07	**8.30 ×10^−27^**	3800	0.16	0.08	5.50 ×10^−02^	3100	0.76	0.08	**1.20 ×10^−22^**	18	0.37
*Medtr3g105710*	*MtCOLc*	zinc finger constans-like protein	**1.30 ×10^−28^**	1700	−0.48	0.05	**8.30 ×10^−22^**	860	0.19	0.06	**1.40 ×10^−03^**	1200	0.28	0.05	**5.00 ×10^−07^**	14	0.32
*Medtr4g128930*	*MtCOLd*	zinc finger constans-like protein	**1.10 ×10^−38^**	**2400**	**−2.60**	**0.14**	**6.10 ×10^−81^**	1500	−0.34	0.14	**2.00 ×10^−02^**	2300	−0.35	0.13	**1.50 ×10^−02^**	12	0.19
*Medtr3g082630*	*MtCOLe*	B-box type zinc finger protein	**1.50 ×10^−54^**	**48**	**7.90**	**1.20**	**3.80 ×10^−10^**	5	2.30	0.75	**5.20 ×10^−03^**	**39**	**−3.90**	**0.46**	**4.60 ×10^−16^**	16	0.47
*Medtr5g069480*	*MtCOLf*	zinc finger constans-like protein	**9.40 ×10^−12^**	**490**	**4.20**	**0.21**	**1.40 ×10^−88^**	**130**	**2.20**	**0.21**	**4.50 ×10^−24^**	**110**	**2.40**	**0.23**	**4.10 ×10^−25^**	4	0.57
*Medtr7g108150*	*MtCOLg*	zinc finger constans-like protein	**6.10 ×10^−03^**	880	−0.36	0.09	**7.50 ×10^−05^**	510	0.08	0.09	4.40 ×10^−01^	650	−0.20	0.09	**3.60 ×10^−02^**	14	0.38
*Medtr7g083540*	*MtCOLh*	zinc finger constans-like protein	**6.20 ×10^−07^**	57	0.14	0.24	6.30 ×10^−01^	69	−0.19	0.23	5.00 ×10^−01^	**61**	**−1.70**	**0.26**	**8.40 ×10^−11^**	16	0.1
*Medtr8g104190*	*MtCOLi*	zinc finger constans-like protein	5.50 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g088900*	*MtCOLj*	zinc finger constans-like protein	**2.50 ×10^−02^**	79	−0.81	0.29	**1.10 ×10^−02^**	83	0.28	0.29	4.00 ×10^−01^	75	0.30	0.29	3.80 ×10^−01^	18	0.28
*Medtr1g110870*	*MtCOLk*	zinc finger constans-like protein	**1.40 ×10^−19^**	**2000**	**1.70**	**0.16**	**2.20 ×10^−22^**	230	−0.05	0.18	8.20 ×10^−01^	1200	−0.53	0.17	**3.10 ×10^−03^**	15	0.19
*Medtr7g032240*	*MtCMF1*	CCT motif protein	**7.90 ×10^−04^**	910	−0.26	0.08	**2.10 ×10^−03^**	470	0.11	0.09	2.50 ×10^−01^	1100	0.16	0.08	5.40 ×10^−02^	15	0.34
*Medtr4g127420*	*MtCMF2*	import apparatus protein	**2.40 ×10^−19^**	180	0.35	0.13	**1.60 ×10^−02^**	660	−0.78	0.11	**6.00 ×10^−12^**	**840**	**−1.30**	**0.11**	**3.50 ×10^−31^**	9	0.43
*Medtr5g072780*	*MtCMF3*	CCT motif protein	8.60 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g100040*	*MtCMF5*	GATA transcription factor	3.00 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g100050*	*MtCMF6*	GATA transcription factor	6.80 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g066510*	*MtCMF7*	GATA transcription factor	7.30 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g093730*	*MtCMF8*	GATA transcription factor	4.30 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g008220*	*MtCMF9*	CCT motif protein	**3.40 ×10^−21^**	**480**	**1.20**	**0.18**	**6.30 ×10^−11^**	**500**	**−1.30**	**0.18**	**2.00 ×10^−12^**	50	−0.54	0.24	**3.90 ×10^−02^**	18	0.27
*Medtr3g091340*	*MtCMF10*	CCT motif protein	**7.60 ×10^−43^**	**470**	**1.90**	**0.14**	**3.20 ×10^−42^**	700	−0.79	0.13	**6.90 ×10^−09^**	100	0.66	0.17	**2.90 ×10^−04^**	18	0.18
*Medtr4g061910*	*MtCMF11a*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g061823*	*MtCMF11b*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g096080*	*MtCMF12*	CCT motif protein	7.90 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g098725*	*MtCMF13*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g010120*	*MtCMF14*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g068730*	*MtCMF15*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g073350*	*MtCMF16*	CCT motif protein	**4.50 ×10^−02^**	42	0.67	0.39	1.30 ×10^−01^	16	−0.75	0.46	1.50 ×10^−01^	36	−0.75	0.40	9.50 ×10^−02^	16	0.21
*Medtr1g044785*	*MtCMF17*	CCT motif protein	4.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g008090*	*MtCMF18*	GATA transcription factor, putative	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g023260*	CCT domain gene	salt tolerance-like protein	**1.20 ×10^−06^**	230	0.71	0.13	**1.10 ×10^−07^**	200	−0.28	0.13	5.30 ×10^−02^	120	0.43	0.14	**6.10 ×10^−03^**	18	0.2
*Medtr1g109350*	CCT domain gene	B-box zinc finger protein, putative	**5.10 ×10^−05^**	**990**	**1.30**	**0.19**	**6.60 ×10^−10^**	**100**	**2.40**	**0.25**	**5.90 ×10^−21^**	240	0.92	0.21	**2.80 ×10^−05^**	15	0.28
*Medtr2g011450*	CCT domain gene	B-box type zinc finger protein	**1.50 ×10^−05^**	**11**	**−1.70**	**0.52**	**2.30 ×10^−03^**	30	0.32	0.38	4.70 ×10^−01^	**10**	**1.90**	**0.54**	**8.60 ×10^−04^**	8	0.37
*Medtr2g073370*	CCT domain gene	B-box type zinc finger protein	**2.70 ×10^−15^**	1.8	4.20	1.30	**3.00 ×10^−03^**	24	−0.69	0.42	1.40 ×10^−01^	**66**	**−4.90**	**0.53**	**4.00 ×10^−19^**	9	0.4
*Medtr2g089310*	CCT domain gene	B-box type zinc finger protein	**2.50 ×10^−62^**	**690**	**−2.90**	**0.17**	**2.10 ×10^−67^**	750	0.13	0.16	5.00 ×10^−01^	590	0.92	0.16	**4.10 ×10^−08^**	12	0.18
*Medtr2g099010*	CCT domain gene	salt tolerance-like protein	**1.00 ×10^−42^**	18000	−0.59	0.10	**3.40 ×10^−08^**	14000	0.25	0.10	**2.30 ×10^−02^**	**12000**	**1.50**	**0.10**	**2.90 ×10^−45^**	1	0.24
*Medtr3g113070*	CCT domain gene	salt tolerance-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g117320*	CCT domain gene	salt tolerance-like protein	**2.10 ×10^−04^**	**26**	**3.50**	**0.64**	**2.70 ×10^−07^**	**3.2**	**1.90**	**0.94**	**7.20 ×10^−02^**	8.3	−0.48	0.62	5.20 ×10^−01^	4	0.46
*Medtr4g008050*	CCT domain gene	B-box type zinc finger protein, putative	**2.30 ×10^−11^**	49	−0.70	0.27	**1.70 ×10^−02^**	530	−0.09	0.21	7.40 ×10^−01^	**350**	**1.60**	**0.22**	**3.90 ×10^−13^**	8	0.26
*Medtr4g046640*	CCT domain gene	B-box type zinc finger protein	**3.70 ×10^−08^**	12	0.42	0.53	5.10 ×10^−01^	**81**	**1.20**	**0.42**	**7.60 ×10^−03^**	**34**	**5.30**	**0.76**	**1.70 ×10^−11^**	8	0.65
*Medtr4g067320*	CCT domain gene	salt tolerance-like protein	**6.60 ×10^−33^**	**1200**	**−2.10**	**0.10**	**9.10 ×10^−91^**	1800	−0.45	0.10	**2.00 ×10^−05^**	**3700**	**−0.71**	**0.10**	**2.60 ×10^−12^**	12	0.65
*Medtr4g071200*	CCT domain gene	salt tolerance-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g021580*	CCT domain gene	salt tolerance-like protein	**3.00 ×10^−08^**	**1200**	**−1.40**	**0.17**	**4.90 ×10^−15^**	1600	−0.37	0.17	**4.30 ×10^−02^**	1600	0.09	0.17	6.60 ×10^−01^	12	0.48
*Medtr3g116770*	*MtCBL1*	BHLH transcription factor	**5.20 ×10^−05^**	720	−0.76	0.17	**2.00 ×10^−05^**	320	0.29	0.17	1.30 ×10^−01^	1300	−0.68	0.16	**1.20 ×10^−04^**	10	0.16
*Medtr4g070320*	*MtCBL2*	transcription factor	**3.90 ×10^−02^**	1200	−0.80	0.15	**1.60 ×10^−07^**	**420**	**−1.40**	**0.16**	**1.40 ×10^−17^**	1900	−0.86	0.14	**1.50 ×10^−08^**	10	0.16
*Medtr7g053410*	*MtCBL3*	BHLH transcription factor	**2.70 ×10^−05^**	150	0.08	0.13	6.40 ×10^−01^	130	−0.52	0.14	**5.30 ×10^−04^**	210	0.39	0.12	**2.70 ×10^−03^**	3	0.083
*Medtr8g012290*	*MtCBL4*	BHLH transcription factor	9.40 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g017350*	*MtCBL5*	transcription factor	**1.70 ×10^−02^**	57	0.67	0.23	**7.00 ×10^−03^**	30	−0.26	0.27	4.10 ×10^−01^	54	−0.24	0.23	3.60 ×10^−01^	16	0.2
*Medtr5g048860*	*MtCBL6*	BHLH transcription factor	1.40 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g065740*	*MtCBL7*	transcription factor	8.00 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g498825*	*MtCBL8*	transcription factor bHLH137	**2.80 ×10^−12^**	920	−0.04	0.07	6.30 ×10^−01^	910	−0.41	0.07	**7.80 ×10^−09^**	1000	0.32	0.07	**7.00 ×10^−06^**	18	0.18
*Medtr8g099880*	*MtCBL9*	basic helix loop helix protein BHLH8	8.30 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g062240*	*MtCBL10*	transcription factor	6.00 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g037250*	*MtCBL11*	transcription factor	**5.90 ×10^−14^**	170	−0.57	0.18	**3.10 ×10^−03^**	**180**	**−1.10**	**0.18**	**3.50 ×10^−09^**	**70**	**1.10**	**0.21**	**9.10 ×10^−07^**	18	0.5
*Medtr7g092510*	*MtCBL12*	transcription factor	**3.50 ×10^−07^**	270	0.07	0.11	6.00 ×10^−01^	210	−0.65	0.12	**2.70 ×10^−07^**	360	−0.78	0.11	**2.70 ×10^−12^**	11	0.3
*Medtr1g059270*	*MtCBL13*	transcription factor	**2.60 ×10^−06^**	320	0.52	0.09	**3.50 ×10^−08^**	320	−0.14	0.09	1.60 ×10^−01^	230	0.36	0.10	**6.40 ×10^−04^**	1	0.22
*Medtr6g084120*	*MtCBL14*	transcription factor	**3.20 ×10^−11^**	**92**	**−1.40**	**0.25**	**1.20 ×10^−07^**	**80**	**1.00**	**0.25**	**8.40 ×10^−05^**	**25**	**−1.10**	**0.32**	**2.30 ×10^−03^**	18	0.27
*Medtr7g099540*	*MtPIF1a*	transcription factor	**5.10 ×10^−25^**	**1000**	**1.00**	**0.08**	**9.20 ×10^−37^**	1300	0.13	0.08	1.40 ×10^−01^	1200	−0.12	0.08	1.70 ×10^−01^	6	0.22
*Medtr1g069155*	*MtPIF1b*	transcription factor	9.00 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g084980*	*MtPIF3a*	phytochrome-interacting factor 3.1	**6.90 ×10^−16^**	**1900**	**−2.70**	**0.22**	**1.00 ×10^−31^**	1200	−0.44	0.22	7.70 ×10^−02^	300	−0.09	0.23	7.60 ×10^−01^	18	0.34
*Medtr7g111320*	*MtPIF3b*	phytochrome-interacting factor 3.1	3.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g110810*	*MtPIF6*	helix loop helix DNA-binding domain protein	**1.30 ×10^−04^**	**18**	**−2.40**	**0.54**	**1.90 ×10^−05^**	27	0.64	0.45	2.20 ×10^−01^	12	0.08	0.52	9.00 ×10^−01^	18	0.2
*Medtr3g449770*	*MtPIF45*	transcription factor	**4.50 ×10^−32^**	**2500**	**−2.00**	**0.11**	**1.40 ×10^−69^**	2800	−0.34	0.11	**4.20 ×10^−03^**	3200	−0.28	0.11	**2.20 ×10^−02^**	12	0.42
*Medtr7g039110*	*MtPIF78*	transcription factor	**1.20 ×10^−03^**	5000	−0.40	0.09	**5.80 ×10^−05^**	3800	−0.08	0.09	4.60 ×10^−01^	3400	0.13	0.09	2.20 ×10^−01^	5	0.43
*Medtr1g019240*	*MtPIL*	helix loop helix DNA-binding domain protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g017040*	*MtSPT*	helix loop helix DNA-binding domain protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–

**Notes.**

The genes listed in this table are loci known or hypothesised to participate in the photoperiod pathway in legumes along with homologues of the core components of the pathway in *A. thaliana*.

They include potential *FT* promoter binding genes compiled by Ridge et al. (2016) from which the naming of *MtTOE1a* to *MtSPT* derives.

Table depicts the the adjusted *p*-value for the interaction between time and condition. Note that if the adjusted *p*-value is significant each contrast between conditions at timepoints ZT0, ZT2 and ZT4 is also given to facilitate identifying where the patterns of expression diverge. Included in these results is the mean normalised read counts for the gene at this timepoint.

If the interaction term adjusted *p*-value is not significant contrasts are omitted.

In all cases it is the expression in LD relative to SD which is tested. In addition the cluster assignment and membership value are listed. Differentially expressed results are in bold using an *α* = 0.05.

### Photoperiod induced changes in the pattern of gene expression

To identify changes in the pattern of gene expression over time, a generalised linear model was fit using the growth condition and time of sampling as predictors along with an interaction term. A likelihood ratio test was then used to test for genes where this interaction term is significant relative to a reduced model lacking the interaction term. A significant result indicates that the expression of the gene responds in a condition-specific manner over time (i.e., a low *p*-value indicates a change in expression *pattern* not solely magnitude). This is illustrated in Fig. 1 where *MtPHYA*, *MtELF3a*, *MtGI*, *MtFTb1* and *MtSOC1a* have distinctly different patterns of expression over time in LD compared to SD. 

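The interaction of photoperiod and time was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 31363 genes. The adjusted p of the interaction was 5.86e-08 for *MtPHYA*, 1.84e-10 for *MtELF3a*, 1.91e-06 for *MtGI* and 0.00741 for *MtSOC1a*. When ZT0 and ZT2 of experiment 1 were tested alone, the adjusted p for *MtSOC1a* was 0.0621 by the same quasi-likelihood test of edgeR, the highest of a range of 9.76e-04 to 0.0621 over its alternatives. For *MtFTb1*, the counts in SD were all 0, which leaves edgeR's quasi-likelihood test no interaction to find (adjusted p = 1). The likelihood ratio test of DESeq2 gave 0.00269, in a range of 0.00258 to 1 over the alternatives set before the data were examined. With limma, chosen after seeing the data, the adjusted p of the interaction was 5.51e-10.

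**Figure D1:**
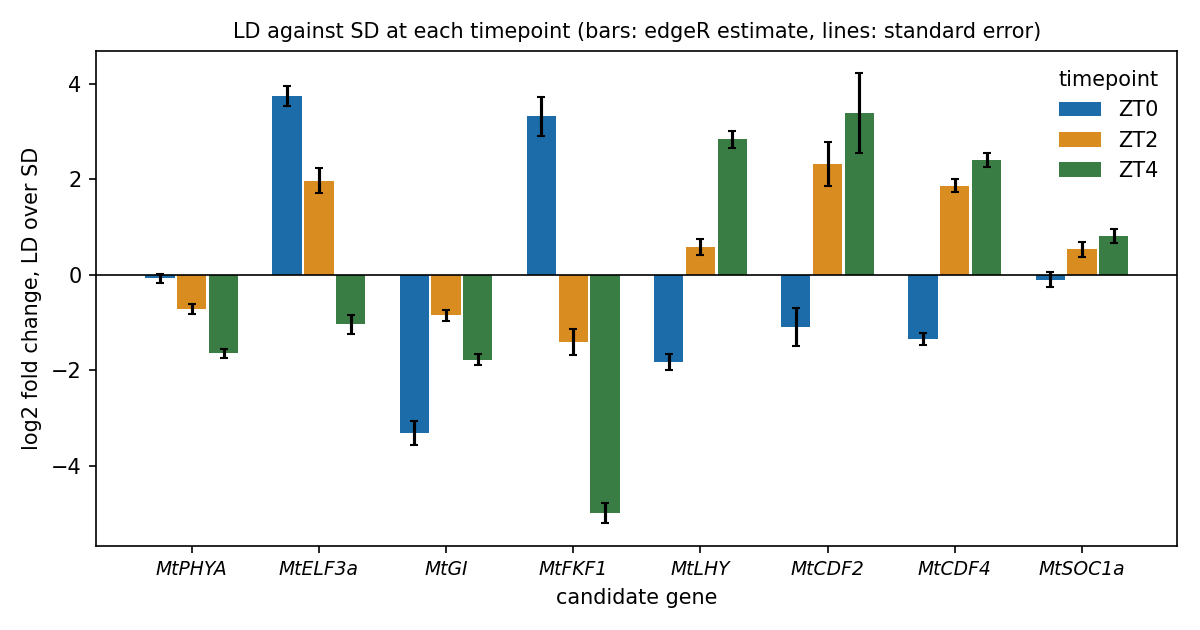
Log2 fold change in LD relative to SD of 8 genes at ZT0, ZT2 and ZT4 (vertical axis, log2 scale), from edgeR's fit of all 18 libraries, with bars from 0 and error lines of 1 standard error. *MtELF3a* goes from 3.75 at ZT0 to -1.04 at ZT4, and *MtLHY* goes from -1.83 to 2.84.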

On the other hand *MtFTa1* and the *NF-YC-like* gene *Medtr1g082660* show a similar pattern in both LD and SD but at differing magnitudes so in this context are not considered to alter their pattern of expression. 

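The adjusted p of the interaction in edgeR's quasi-likelihood test was 0.647 for *MtFTa1* and 0.348 for the *NF-YC-like* gene. In the model without the interaction, the adjusted p of the photoperiod term in that test was 1.48e-09 for *MtFTa1* and 0.0228 for the *NF-YC-like* gene.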

While *MtFTb2* also appears to alter it’s pattern over time, it was not significant in the likelihood ratio test.

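For *MtFTb2*, the interaction had an adjusted p of 1 in edgeR's quasi-likelihood test and of 0.815 in the likelihood ratio test of DESeq2. The alternatives set before the data were examined gave a range of 0.813 to 1. With limma, chosen after seeing the data, the adjusted p of the interaction was 2.79e-07. The photoperiod term of the model without the interaction had an adjusted p of 1.16e-04 for this gene in edgeR's quasi-likelihood test.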

This approach resulted in 9,516 genes with altered expression (*α* = 0.05; full results in Table S4) or 30.34% of those tested with >1 read. 

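The interaction test of edgeR's quasi-likelihood fit gave 9548 genes with an adjusted p under 0.05, or 30.4% of the 31363 tested. Fitting only ZT0 and ZT2 of experiment 1 moved this number most among the alternatives, to 5435 genes, 5221 of them among the 9548.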

To aid interpretation of these changes and quickly identify the timepoint(s) at which individual genes differed in LD relative to SD, Wald significance tests were used to contrast the difference in expression between the two conditions at each of the three timepoints. The significance levels of these genes were adjusted for all three contrasts together using the false discovery rate method. This resulted in 9,427 of the 9,516 genes having differing expression between LD and SD at a minimum of one timepoint with 6,437, 4,511 and 6,159 for ZT0, ZT2 and ZT4 respectively (Fig. S2A). 

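Of the 9548 genes, 9514 differed between LD and SD at 1 or more timepoints at an adjusted p under 0.05 in the contrasts of the same quasi-likelihood fit of edgeR, 6548 at ZT0, 4755 at ZT2 and 6359 at ZT4.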

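Applying the 2-fold minimum and the minimum of 10 mean normalised counts to the contrasts of the genes with an altered pattern left 4034 genes DE at 1 or more timepoints. With a minimum log2 fold change of 1.5 there were 2052.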

We consider only genes with >2-fold differences with >10 mean normalised reads as DE and there were 3,192 genes meeting this criteria at at least one timepoint. This corresponds to 2131, 1062 and 2168 DE genes at ZT0, ZT2 and ZT4 respectively. 

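In edgeR's contrasts, 2169 of these genes were DE at ZT0 (1082 higher and 1087 lower in LD), 1043 at ZT2 (440 higher and 603 lower) and 2189 at ZT4 (868 higher and 1321 lower).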

Full results are listed in Table S5. In these filtered lists of genes 4.9% of these genes differed in the three timepoints and 32% differed at two or more timepoints demonstrating how most genes have a single peak, predominantly at ZT0 or ZT4 (Fig. 4A). 

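Among the 4034 DE genes, 164 (4.07%) were DE at all 3 timepoints and 1203 (29.8%) at 2 or more. The largest overlap of 2 timepoints was between ZT0 and ZT4 with 471 genes, followed by ZT2 and ZT4 with 364. Of the 1203 genes, 434 (36.1%) were higher in LD at one timepoint and lower at another.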

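A DE call at a single timepoint was made for 2831 of the genes with an altered pattern, 1330 of them at ZT0, 1190 at ZT4 and 311 at ZT2. The smaller number at ZT2 did not come with a larger spread between replicates, as the common biological coefficient of variation was 0.0933 at ZT2, 0.158 at ZT0 and 0.110 at ZT4.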

Notably, there were fewer genes DE at ZT2 than the other timepoints and those that did mostly differed at one or both of the other timpeoints too. Only 27% of the 1,062 genes DE at ZT2 are unique to the timepoint (compared to 58.4% for ZT0 and 51.6% for ZT4).

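Here 29.8% of the genes DE at ZT2 were DE at that timepoint alone, against 61.3% at ZT0 and 54.4% at ZT4.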

**Table 2:** Photoperiod induced changes in the magnitude of gene expression in candidate flowering time loci not observed to alter their pattern over time (see Table 1).

****	****	****	****	**ZT0**				**ZT2**				**ZT4**					
			**Condition**	**Mean**	**Log_2_**	**Log_2_**	**adj.**	**Mean**	**Log_2_**	**Log_2_**	**adj.**	**Mean**	**Log_2_**	**Log_2_**	**adj.**		
**Gene identifier**	**Name**	**Description** (Mt4.0 annotation)	**adj. *p*-value**	**read count**	**fold-change**	**s.e**	***p*-value**	**read count**	**fold-change**	**s.e**	***p*-value**	**read count**	**fold-change**	**s.e**	***p*-value**	**Cluster**	**Membership**
*Medtr2g049520*	*MtPHYE*	phytochrome protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g016920*	*MtELF3b*	EARLY flowering protein, putative	5.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g015470*	*ELF3-like*	hypothetical protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g020200*	*ELF4-like*	early flowering protein	**1.60 ×10^−20^**	100	−0.88	0.18	**1.50 ×10^−05^**	**98**	**−1.2**	**0.19**	**7.40 ×10^−09^**	210	−0.94	0.16	**1.70 ×10^−07^**	13	0.43
*Medtr4g125590*	*ELF4-like*	early flowering protein	1.60 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g036510*	*MtZTL*	galactose oxidase/kelch repeat protein	8.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g084970*	*MtFTa1*	flowering locus protein T	**1.80 ×10^−27^**	**28**	**5.2**	**0.79**	**1.20 ×10^−09^**	**16**	**6.4**	**1.2**	**1.90 ×10^−06^**	**55**	**6.8**	**0.89**	**2.10 ×10^−12^**	1	0.32
*Medtr6g033040*	*MtFTa3*	flowering locus protein T	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g006690*	*MtFTb2*	flowering locus protein T	5.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g461760*	*MtFULa*	MADS-box transcription factor	2.90 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g016630*	*MtFULc*	MADS-box transcription factor	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g033250*	*MtSOC1b*	MADS-box transcription factor	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g033220*	*MtSOC1c*	MADS-box transcription factor	9.80 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g016030*	*MtCDFa*	Dof domain zinc finger protein	7.60 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g041380*	*MtCDFd*	DOF domain, zinc finger protein	4.40 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr6g027450*	*MtCDFf*	Dof zinc finger DOF5.2-like protein	**2.10 ×10^−09^**	**12**	**3.1**	**0.67**	**4.10 ×10^−05^**	**9.8**	**1.8**	**0.57**	**5.50 ×10^−03^**	**2.7**	**3.7**	**1.3**	**9.70 ×10^−03^**	2	0.53
*Medtr7g086780*	*MtCDFg*	Dof zinc finger DOF5.2-like protein	5.00 ×10^−02^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g044220*	*MtCDFh*	DOF-type zinc finger DNA-binding family protein	**9.50 ×10^−05^**	65	0.93	0.21	**1.10 ×10^−04^**	60	0.49	0.21	**4.00 ×10^−02^**	63	0.26	0.21	2.80 ×10^−01^	2	0.4
*Medtr5g009530*	*SPA1-like*	ubiquitin ligase cop1, putative	**1.90 ×10^−06^**	890	−0.22	0.062	**1.40 ×10^−03^**	980	−0.28	0.061	**3.50 ×10^−05^**	850	−0.096	0.063	1.70 ×10^−01^	18	0.52
*Medtr2g085210*	*SPA1-like*	ubiquitin ligase cop1, putative	**2.40 ×10^−03^**	4100	0.075	0.086	4.30 ×10^−01^	4600	0.36	0.086	**1.80 ×10^−04^**	4700	0.18	0.086	6.20 ×10^−02^	6	0.45
*Medtr4g009840*	*TPL-like*	topless-like protein	**9.00 ×10^−11^**	3200	−0.35	0.11	**3.30 ×10^−03^**	3000	−0.51	0.11	**1.40 ×10^−05^**	2000	−0.49	0.11	**4.30 ×10^−05^**	18	0.88
*Medtr4g114980*	*TPL-like*	topless-like protein	**1.20 ×10^−05^**	840	−0.25	0.14	9.90 ×10^−02^	960	−0.42	0.13	**6.30 ×10^−03^**	1200	−0.59	0.13	**8.90 ×10^−05^**	9	0.57
*Medtr2g435370*	*TPL-like*	transducin family protein/WD-40 repeat protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g435440*	*TPL-like*	topless-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g112460*	*TPL-like*	topless-like protein	**1.60 ×10^−18^**	570	−0.57	0.12	**1.20 ×10^−05^**	430	−0.65	0.12	**1.40 ×10^−06^**	450	−0.73	0.12	**3.40 ×10^−08^**	10	0.5
*Medtr2g065670*	*TPL-like*	topless-like protein	6.70 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g435380*	*TPL-like*	topless-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g012820*	*TPL-like*	topless-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g082660*	*NF-YC like*	nuclear transcription factor Y protein	**6.40 ×10^−03^**	370	−0.38	0.094	**2.90 ×10^−04^**	490	−0.14	0.089	1.60 ×10^−01^	530	−0.065	0.088	5.10 ×10^−01^	12	0.34
*Medtr7g113680*	*NF-YC like*	nuclear transcription factor Y protein	**1.10 ×10^−10^**	490	0.37	0.1	**1.40 ×10^−03^**	380	0.46	0.11	**1.40 ×10^−04^**	400	0.41	0.11	**6.30 ×10^−04^**	4	0.69
*Medtr8g104190*	*MtCOLi*	zinc finger constans-like protein	**2.00 ×10^−02^**	5800	−0.032	0.07	6.90 ×10^−01^	4100	−0.092	0.071	2.50 ×10^−01^	6100	−0.29	0.07	**1.80 ×10^−04^**	15	0.28
*Medtr5g072780*	*MtCMF3*	CCT motif protein	6.10 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g100040*	*MtCMF5*	GATA transcription factor	**4.50 ×10^−02^**	240	−0.4	0.13	**8.00 ×10^−03^**	180	−0.14	0.14	3.80 ×10^−01^	210	−0.063	0.14	6.80 ×10^−01^	14	0.83
*Medtr3g100050*	*MtCMF6*	GATA transcription factor	1.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g066510*	*MtCMF7*	GATA transcription factor	2.40 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g093730*	*MtCMF8*	GATA transcription factor	1.70 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g061910*	*MtCMF11a*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g061823*	*MtCMF11b*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g096080*	*MtCMF12*	CCT motif protein	1.50 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g098725*	*MtCMF13*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g010120*	*MtCMF14*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr2g068730*	*MtCMF15*	CCT motif protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g044785*	*MtCMF17*	CCT motif protein	**1.80 ×10^−02^**	2.3	-2	1	8.70 ×10^−02^	4.5	−1.6	0.76	6.80 ×10^−02^	13	−0.51	0.54	4.00 ×10^−01^	16	0.54
*Medtr4g008090*	*MtCMF18*	GATA transcription factor, putative	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr3g113070*	CCT domain gene	salt tolerance-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr4g071200*	CCT domain gene	salt tolerance-like protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g012290*	*MtCBL4*	BHLH transcription factor	1.40 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g048860*	*MtCBL6*	BHLH transcription factor	4.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g065740*	*MtCBL7*	transcription factor	6.20 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g099880*	*MtCBL9*	basic helix loop helix protein BHLH8	5.40 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr8g062240*	*MtCBL10*	transcription factor	**8.90 ×10^−03^**	110	0.066	0.16	7.20 ×10^−01^	64	0.28	0.19	1.90 ×10^−01^	82	0.72	0.18	**3.60 ×10^−04^**	4	0.31
*Medtr1g069155*	*MtPIF1b*	transcription factor	9.30 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr7g111320*	*MtPIF3b*	phytochrome-interacting factor 3.1	5.80 ×10^−01^	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr1g019240*	*MtPIL*	helix loop helix DNA-binding domain protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–
*Medtr5g017040*	*MtSPT*	helix loop helix DNA-binding domain protein	–	–	–	–	–	–	–	–	–	–	–	–	–	–	–

**Notes.**

The genes listed in this table are loci known or hypothesised to participate in the photoperiod pathway in legumes along with homologues of the core components of the pathway in *A. thaliana*.

They include potential *FT* promoter binding genes compiled by Ridge et al. (2016) from which the naming of *MtCOLi* to *MtSPT* derives.

Table depicts the the adjusted *p*-value for the interaction between time and condition. Note that if the adjusted *p*-value is significant each contrast between conditions at timepoints ZT0, ZT2 and ZT4 is also given to facilitate identifying where the patterns of expression diverge. Included in these results is the mean normalised read counts for the gene at this timepoint.

If the interaction term adjusted *p*-value is not significant contrasts are omitted.

In all cases it is the expression in LD relative to SD which is tested. In addition the cluster assignment and membership value are listed. Differentially expressed results are in bold using an *α* = 0.05.

**Figure 4:**
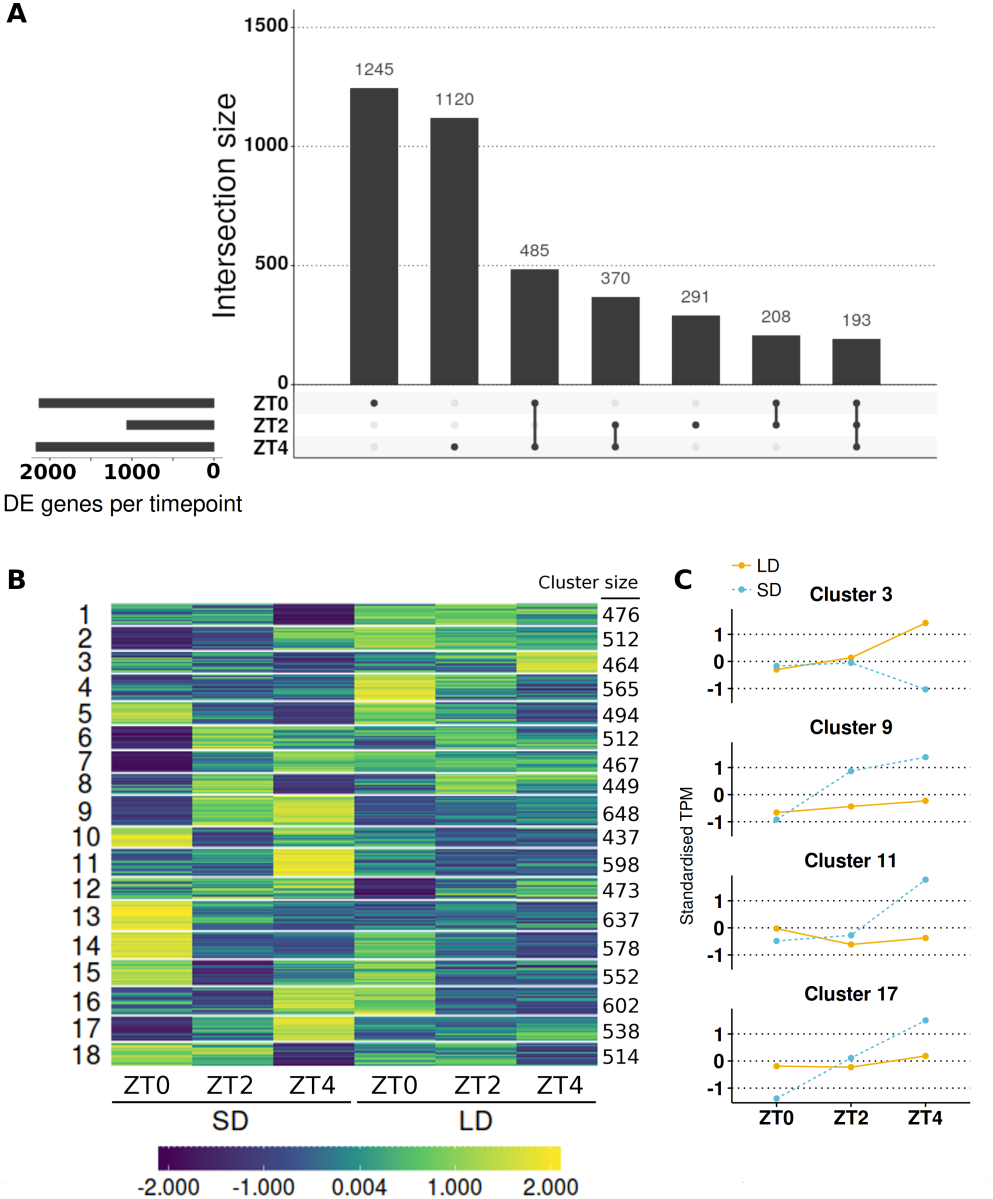
Contrasting timepoint specific expression profiles of the genes which alter their pattern of gene expression in response to the change of photoperiod conditions and clustering the relative changes in expression over time. (A) contrasts the 3,912 DE genes (>2-fold difference and >10 mean normalised reads) by the timepoints at which they are DE and plots their overlap. The principal chart plots the size of the overlaps and the supplementary chart presents the number of genes DE (both up or down) in LD relative to SD for each timepoint. (B) Heatmap of standardised gene abundances (such that the average expression value is zero and the standard deviation is one) of all 9,516 genes which alter their pattern of gene expression grouped into 18 clusters using c-means clustering. The number of genes in each cluster is listed alongside. (C) Mean standardised abundances for selected clusters. Specifically cluster 3 was selected as it contains *MtFTb1* which characteristically peaks at ZT4 in LD (orange and line) with no expression in SD (blue and dotted). Clusters 9, 11 and 17 were selected as their pattern is opposite to that of cluster 3 in that they peak at ZT4 in SD. Mean standardised abundances for all clusters are plotted in Fig. S5.

The interaction term was found to be significant in the majority (91/146; 62%) of the candidate genes associated with photoperiodic regulated flowering including 19/24 (79%) of the circadian clock and photoreceptor candidate genes and a striking 8/8 (100%) of the selected *AP2* class of genes (Table 1). 

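Of the 146 candidate genes, 138 had enough counts to be tested. The interaction had an adjusted p under 0.05 in edgeR's quasi-likelihood test for 88 of them (60.3% of 146) when adjusted over all genes, and for 96 when adjusted over the list alone. Among 10000 random lists matched on mean expression, the median number was 58 and the highest 77, and 0 lists reached 88. The circadian clock and photoreceptor group had 18 of 24 genes (75%), and the *AP2* class 8 of 8, the highest adjusted p of the class being 0.0265 in edgeR's quasi-likelihood test. Leaving out 1 library moved the number of candidates most among the fits to all 3 timepoints, to 81, and experiment 1 alone gave 71.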

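In edgeR's contrasts at the 3 timepoints, 86 of the 88 candidate genes with a significant interaction differed between LD and SD at 1 or more timepoints at an adjusted p under 0.05. For 58 of the candidates the difference was also more than 2-fold with more than 10 mean normalised counts.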

Of this set of 91 genes, 90 were statistically different (*α* = 0.05) at one or more timepoints and for 61 genes the difference at at least one timepoint was greater than >2-fold difference with >10 mean normalised reads. For example, a gene encoding a predicted core component of the core circadian clock, *MtLHY*, is expressed at ∼4-fold higher levels at ZT0 in SD than LD but this situation is reversed at ZT4 when it is ∼7.5-fold higher in LD than SD.

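*MtLHY* (*Medtr7g118330*) had 62212 ± 1555 normalised counts in SD and 17454 ± 6456 in LD at ZT0 (SD, n = 3), which is 3.56-fold lower in LD. At ZT4 it had 3753 ± 416 in SD and 26843 ± 722 in LD, or 7.15-fold higher in LD. The log2 fold changes had adjusted p = 5.49e-08 and 2.10e-10 in edgeR's quasi-likelihood test, and 0.0125 at ZT2, where *MtLHY* was 1.49-fold higher in LD. The interaction had an adjusted p of 4.04e-11 for this gene in edgeR's quasi-likelihood test.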

To get a broader view of the results, the mean abundances of all 9,516 genes which altered their pattern of expression were taken and log_2_ transformed, before being standardised to have a mean of zero and standard deviation of one. The standardised mean abundances were then clustered into 18 clusters using c-means clustering (Table S6; see Fig. S3A for cluster number optimisation) and visualised in Fig. 4B. This algorithm assigns a membership score (between 0 and 1) for each gene to each cluster describing the degree to which an individual observation belongs to a given cluster (see Fig. S4 for distribution of membership scores). A gene is then assigned to the cluster for which it has the highest membership. 

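The 9548 genes with an altered pattern were grouped into 18 clusters by c-means on standardised log2 mean TPM plus 1. Of these clusters, 1 had its highest mean at ZT4 in LD, and it held 454 genes. *MtFTb1*, whose zeros in SD left no interaction to find, is not among the 9548 genes, so its own profile was set against the cluster centres, and this cluster was its nearest, with a membership of 0.418. With 12 clusters, the alternative that moved the size of the cluster most, it held 620 genes, 141 of them shared. The median membership over all clustered genes was 0.368.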

Cluster 3, which has 464 genes in it, was of particular interest as *MtFTb1* is present. Thus these genes have patterns of expression similar to *MtFTb1* and may be involved in regulating *MtFTb1* or involved in similar processes. 

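The centre of the cluster of 454 genes, a mean of standardised abundance weighted by membership, was -0.31 at ZT0, 0.19 at ZT2 and 1.29 at ZT4 in LD. In SD it was -0.22, 0.14 and -1.09. With a pseudocount of 0.1 in place of 1, the cluster nearest to *MtFTb1* held 452 genes, 398 of them shared with the 454, and with a pseudocount of 0.01 it held 397 genes, 98 of them shared. From the shared profile, the paper proposes that genes of its cluster could regulate *MtFTb1* or take part in similar processes.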

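In the clustering of the genes with an altered pattern, 4 clusters had their highest mean at ZT4 in SD. They held 560, 598, 614 and 641 genes, 2413 in all, of which 13 were candidate genes of Table 1. *MtFTa2* (*Medtr7g085020*) was in the cluster of 598 genes, with a membership of 0.270. It had 32.3 ± 2.55 normalised counts in SD and 15.9 ± 3.39 in LD at ZT4 (SD, n = 3), 2.03-fold lower in LD (adjusted p = 0.0205 in edgeR's quasi-likelihood test, 0.0104 to 0.0873 over its alternatives). At ZT0 it was 2.06-fold higher in LD with an adjusted p of 0.0409 in edgeR's quasi-likelihood test, or 0.0536 when all libraries were thinned to the smallest total (range 0.00925 to 0.239 over the other alternatives).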

Clusters 9, 11 and 17 (648, 598 and 538 genes respectively) are also of interest as they contain genes with an opposite expression pattern to cluster 3, some of which may thus be negative regulators of *MtFTb1* (e.g., *MtFTa2* is in cluster 11). 

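The centres of the clusters of 560, 598, 614 and 641 genes stood at 1.69, 1.58, 1.32 and 1.36 in standardised abundance at ZT4 in SD. At ZT4 in LD these centres were -0.26, -0.46, 0.24 and -0.10.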

Specifically, these three clusters have peaks of expression at ZT4 in SD which are not present in LDs (Fig. 4C).

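Of the candidate genes with an altered pattern in the edgeR fit, 2 were in the cluster nearest to *MtFTb1*, namely *MtSOC1a* and *MtCBL3*. Neither was with *MtFTb1* when 12 clusters were used or when the pseudocount was 0.01.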

With regard to candidate photoperiodic flowering time genes, alongside *MtFTb1* in cluster 3 there were only two genes from Table 1. These were *MtSOC1a* (*Medtr7g075870*) and a BHLH transcription factor gene called *MtCBL3* (*Medtr7g053410*). 

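*MtSOC1a* had a membership of 0.321 and went from 6.45 ± 0.563 TPM in SD to 11.0 ± 1.20 TPM in LD at ZT4 (SD, n = 3). *MtCBL3* had a membership of 0.0861, so its place in the cluster is weak. Its log2 fold change in LD was 0.06 at ZT0, -0.52 at ZT2 and 0.34 at ZT4, with adjusted p = 0.758, 0.00174 and 0.0201 in edgeR's quasi-likelihood test. With all libraries thinned to the smallest total, the ZT4 difference of *MtCBL3* had an adjusted p of 0.0590 in the same test of edgeR, and its other alternatives gave 0.00741 to 0.117.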

*MtSOC1a* is a downstream target of *MtFTa1* (*Medtr7g084970*) and demonstrated to affect flowering time (Jaudal et al., 2018). 

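*Medtr3g101520* lay in the cluster nearest to *MtFTb1* with a membership of 0.169 (interaction adjusted p = 0.00575 in edgeR's quasi-likelihood test). Its counts were low throughout, with 5.66 ± 0.914 normalised counts in LD and at most 2 reads per SD library at ZT4 (SD, n = 3). This is at least 2.06-fold higher in LD (adjusted p = 0.0239 in edgeR's quasi-likelihood test, 0.0189 to 0.0765 over its alternatives). At ZT0 and ZT2 the log2 fold change had the opposite sign, -1.79 and -1.19, with adjusted p = 0.0574 and 0.207 in edgeR's quasi-likelihood test, the first having a range of 0.0350 to 0.169 over its alternatives.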

Another cluster 3 candidate flowering related gene *Medtr3g101520* encodes a B3 domain, as does *E1*, the most important locus in the photoperiod pathway of the tropical legume soybean (*Glycine max* (L.) Merr.; Xia et al., 2012). On the other hand, the predicted circadian clock-like genes *PRR37a*, *b* and *PRR59a-c* (Matsushika et al., 2000; Nakamichi et al., 2005) all have profiles opposite to that of *MtFTb1* with three included in cluster 9 (Table 1). 

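All 5 *PRR* genes had their highest SD abundance at ZT4, from 34.8 TPM for *MtPRR59b* to 98.9 TPM for *MtPRR37a*. At ZT4 they were 3.84-fold (*MtPRR59c*) to 20.6-fold (*MtPRR59a*) lower in LD, with adjusted p between 1.75e-12 and 5.24e-09 in edgeR's quasi-likelihood test. *MtPRR59a* was in the cluster of 560 genes and *MtPRR37b* and *MtPRR59b* in that of 641 genes, which all peak at ZT4 in SD. *MtPRR37a* and *MtPRR59c* fell into a cluster of 431 genes whose highest mean was at ZT2 in SD.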

Additionally *Medtr1g033620*, a SHAQKYF class MYB-like DNA-binding domain gene, is present in cluster 11 which is interesting as proteins of this class have recently been implicated in the regulation of *FT* in *A. thaliana* (e.g., *EFM* and *FE*; Yan et al., 2014; Abe et al., 2015).

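*Medtr1g033620* was in the cluster of 598 genes with a membership of 0.296. At ZT4 it had 217 ± 30.9 normalised counts in SD and 62.5 ± 21.1 in LD (SD, n = 3). This was a 3.47-fold lower level in LD (log2 fold change -1.79, standard error 0.20, adjusted p = 5.16e-07 in edgeR's quasi-likelihood test).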

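At ZT4 *MtFTb1* had 152 ± 15.2 normalised counts in LD against 0 in SD (SD, n = 3). With SD below the floor, a fold change is a lower bound, and at ZT2 *MtFTb1* was at least 1.94-fold higher in LD (adjusted p = 4.31e-04 in edgeR's quasi-likelihood test).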

Next, genes in each cluster were then ranked by their fold-change at ZT4 because *MtFTb1* has its greatest difference in expression between the two conditions at this timepoint (962-fold up in LD; Fig. 1B). We focused on transcription factor genes and observed significant fold changes in transcript levels of genes encoding a number of zinc finger proteins. For instance, in cluster 3 at ZT4, the zinc finger (Ran-binding) family gene *Medtr4g113840* was 45-fold elevated in LD compared to SD and the DOF-type zinc finger DNA-binding family gene *Medtr3g091820* was increased 2-fold. In contrast, in cluster 9 the B-box type zinc finger protein *Medtr2g073370* was 29-fold more abundant in SD than in LD at ZT4 and in cluster 11, *Medtr2g059540*, also a DOF domain zinc finger gene (denoted *MtCDF1* in Table 1) was ∼300-fold higher in SD than in LD. Furthermore in cluster 17, the zinc finger (Ran-binding) family gene *Medtr6g069400* is 7-fold elevated in SD compared to LD at ZT4.

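*Medtr4g113840* had 13.6 ± 4.71 normalised counts in LD and at most 1 read per SD library at ZT4 (SD, n = 3), at least 4.95-fold higher in LD (adjusted p = 1.29e-04 in edgeR's quasi-likelihood test). *Medtr3g091820* had 69.2 ± 11.2 in SD and 138 ± 11.2 in LD, a log2 fold change of 1.00 (standard error 0.15, adjusted p = 3.05e-05 in edgeR's quasi-likelihood test). *Medtr4g113840* lay in the cluster nearest to *MtFTb1* with a membership of 0.516, and *Medtr3g091820* in a cluster of 459 genes with a membership of 0.271. That cluster had its highest mean at ZT2 in LD, while *Medtr3g091820* itself was highest at ZT4 in LD (6.19 TPM, against 5.62 TPM at ZT2 in LD).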

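At ZT4 *Medtr2g073370* had 113 ± 27.3 normalised counts in SD and 3.68 ± 1.27 in LD (SD, n = 3), 29.7-fold lower in LD (adjusted p = 6.17e-08 in edgeR's quasi-likelihood test). It was in the cluster of 641 genes. At ZT0 its direction was the opposite, with 0 reads in SD and at most 7 in an LD library, at least 1.05-fold higher in LD (adjusted p = 0.0258 in edgeR's quasi-likelihood test, 0.00401 to 0.109 over its alternatives). The SD and LD libraries overlapped there. *MtCDF1*, whose LD libraries at ZT4 held at most 1 read, had 0 reads at ZT0 in both photoperiods. Its interaction had an adjusted p of 0.218 in edgeR's quasi-likelihood test and 0.0117 in the likelihood ratio test of DESeq2. The alternatives set before the data were examined gave 0.0115 to 1, and limma, chosen after seeing the data, 1.06e-07. In the edgeR fit *MtCDF1* was thus grouped with the genes altered in magnitude, in a cluster peaking at ZT4 in SD.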

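*Medtr6g069400* had 609 ± 63.7 normalised counts in SD and 86.7 ± 42.6 in LD at ZT4 (SD, n = 3), 7.03-fold lower in LD (adjusted p = 2.86e-08 in edgeR's quasi-likelihood test). At ZT0 it was 2.58-fold higher in LD (adjusted p = 0.00420 in edgeR's quasi-likelihood test). Its membership of the cluster of 560 genes was 0.834.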

### Changes in the magnitude of gene expression

There is a class of genes which change their level of expression in response to the shift from SD to LD conditions, but this does not alter the relative changes which occur at differing timepoints. Thus it is only the magnitude, not the pattern of expression which changes (e.g., *MtFTa1* or the *NF-YC-like* gene *Medtr1g082660* in Figs. 1A and 1G). To identify these genes a simpler model was fit the data which lacked the interaction term between growth condition and time of sampling.

It was observed that in this model 8,695 genes differed in the magnitude of their expression between conditions (*α* = 0.05; Table S7), but this was reduced to 4,694 when those that also altered the pattern of their expression were omitted. Therefore 14.96% of genes with >1 read (4,694/31,363 genes) alter just the magnitude of their expression in response to the shift in photoperiod conditions. 

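In the model without the interaction, 7962 genes had an adjusted p under 0.05 for photoperiod in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these 3426 also had a significant interaction, which left 4536 genes altered only in magnitude. Among the alternatives, the replicate block moved that number most, to 3070 genes, 2911 of them among the 4536. The 4536 include 58 genes with 0 counts in one photoperiod, for which the interaction could not have been found.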

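The 4536 genes are 14.5% of the 31363 genes tested. The number stayed between 4165 and 4601 in the 18 fits that each left out 1 library.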

To provide timepoint level resolution of these changes Wald significance tests were again used to contrast the 4,694 genes (Table S8) with the significance levels of these genes adjusted for all three contrasts together using the false discovery rate method. This resulted in 4,161 of the 4,694 genes differing in magnitude at least one timepoint with 2,715, 2,268 and 2,666 for ZT0, ZT2 and ZT4 respectively (Fig. S2B). 

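In edgeR's contrasts 4300 of the 4536 genes differed between LD and SD at 1 or more timepoints at an adjusted p under 0.05, 2930 at ZT0, 2482 at ZT2 and 2892 at ZT4.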

When considering genes with >2 fold differences and >10 mean normalised reads as DE, only 819 genes differed in magnitude at at least one timepoint and at ZT0, ZT2 and ZT4 this corresponded to 457, 353 and 454 genes respectively. 

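Of these genes 879 were DE at 1 or more timepoints, 489 at ZT0 (261 higher and 228 lower in LD), 354 at ZT2 (186 higher and 168 lower) and 461 at ZT4 (249 higher and 212 lower). The minimum count moved the total most, from 1352 genes with no minimum to 339 genes with a minimum of 50 mean normalised counts.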

Here it was observed that only 65 genes (7.9%) of this set of genes are consistently higher in LDs than SDs while 54 genes (9.99%) are consistently lower (Fig. 5A). 

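Here 58 of the 879 genes (6.60%) were DE and higher in LD at all 3 timepoints, and 49 genes (5.57%) were DE and lower. With a minimum of 50 mean normalised counts these numbers were 19 and 27.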

The numbers in these classes go up to 187 genes (22.8%) and 139 genes (17%) respectively when genes differing at two or more timepoints are included. 

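At 2 or more timepoints, 175 genes (19.9%) were DE and higher in LD and 143 genes (16.3%) DE and lower.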

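When all libraries were thinned to the smallest total before any gene was classed, the DE genes over all genes tested numbered 2562 at ZT0, 1449 at ZT2 (56.6% of those at ZT0) and 2703 at ZT4.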

Like the class of genes which altered their pattern of expression there are fewer DE genes at ZT2.

**Figure 5:**
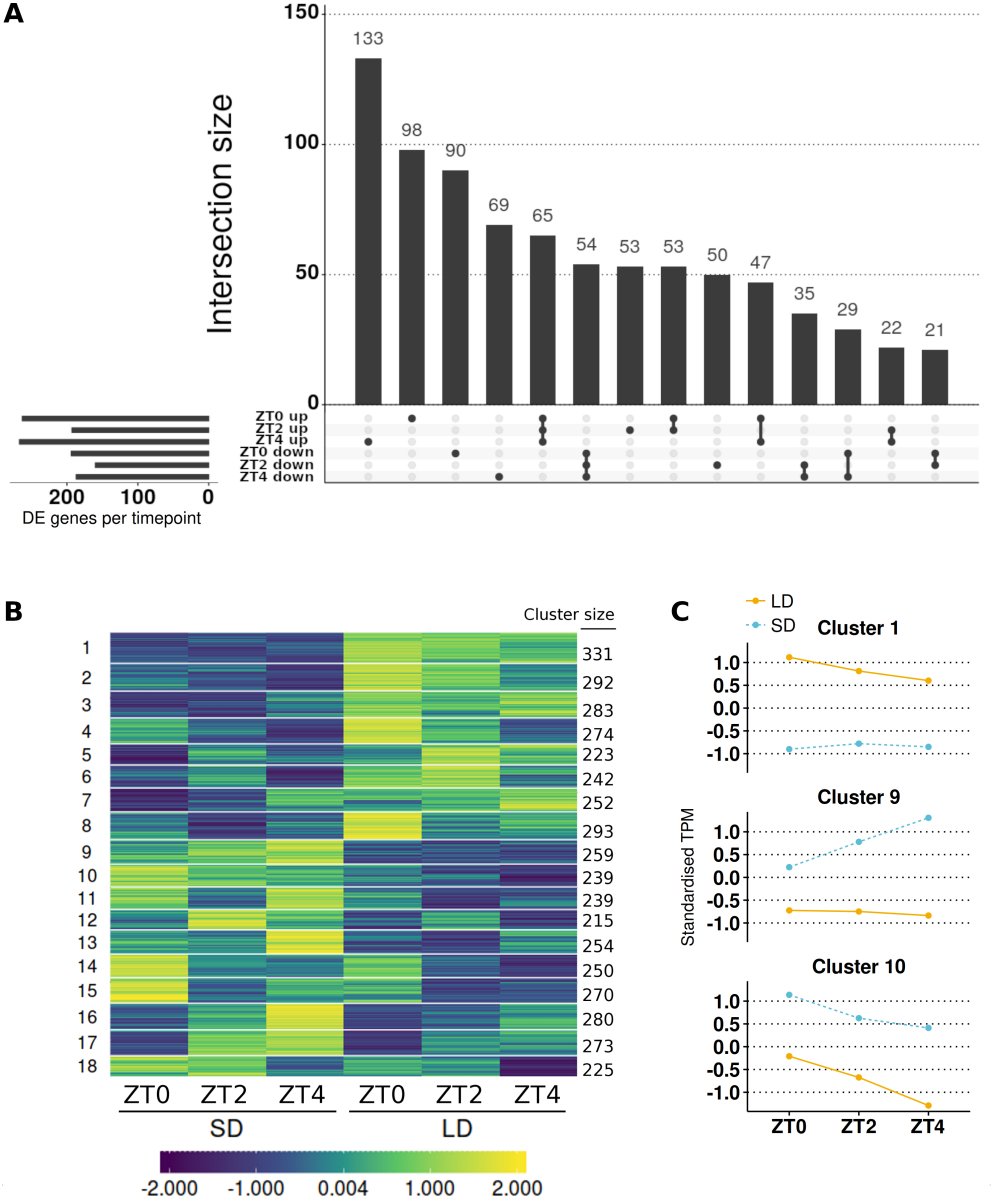
Contrasting timepoint specific expression profiles of the genes which alter only the magnitude of their gene expression in response to the change of photoperiod conditions and clustering the relative changes in expression over time. (A) contrasts the direction of the 819 genes which alter just the magnitude of their gene expression and are DE (>2-fold difference and >10 mean normalised reads) at one or more timepoint. The principal chart plots the size of the overlaps between timepoints and the supplementary chart presents the number of genes DE (either up or down) in LD relative to SD for each timepoint. Membership within each group for individual genes, including non DE genes, is given in Table S8. (B) The standardised and clustered abundances (such that the average expression value is zero and the standard deviation is one) of all 4,694 genes which were classed as just altering the magnitude of their gene expression in response to the photoperiod shift clustered into 18 clusters using c-means clustering. The number of genes in each cluster is listed alongside. (C) Mean standardised abundance for clusters examined in more detail are plotted with cluster 1 selected for containing *MtFTa1* which is expressed in LD at all timepoints but not SD and clusters 9 and 10 were selected as genes in these clusters are consistently higher in SD (blue and dotted) than in LD (orange and line). Mean standardised abundances for all clusters are plotted in Fig. S6.

Results for the candidate photoperiod loci are summarised in Table 2. Specifically these are the candidate photoperiodic flowering time genes which were not classed as changing their pattern of expression between conditions. 

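Of the 146 candidate genes, 58 had no significant interaction in the edgeR fit. The photoperiod term had an adjusted p under 0.05 for 20 of these (34.5%) in edgeR's quasi-likelihood test, and for 22 when adjusted over the list alone. The 20 include *MtFTb1* and *MtFTb2*, whose counts of 0 in SD left no interaction to find. Leaving out 1 library moved this number to between 17 and 23, and DESeq2 gave 15.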

Here 15/55 (27%) of the genes are classed as altering just their magnitude in response to the photoperiodic shift. However, only 9/15 (60%) have statistically different levels of expression at two or more timepoints and looking down the list *MtFTa1* is the only gene to consistently differ >2-fold with >10 mean normalised reads. Thus, none of these candidate photoperiod genes are expressed similarly to *MtFTa1* which shows >30-fold higher levels in LD than in SD at all timepoints.

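In the edgeR contrasts, 16 of the 20 genes (80%) differed between LD and SD at 2 or more timepoints at an adjusted p under 0.05. A difference of more than 2-fold with more than 10 mean normalised counts at all 3 timepoints was found for 2 genes, *MtFTa1* and *MtLUXb* (*Medtr7g089010*), the second of which was lower in LD.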

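*MtFTa1* had 56.4 ± 15.0 normalised counts in LD at ZT0, 35.6 ± 9.95 at ZT2 and 92.1 ± 24.2 at ZT4 (SD, n = 3), with standard errors of its log2 fold change between 0.47 and 0.66. From *MtFTa1* being the only candidate that differed strongly throughout in its own tests, the paper concludes that no other candidate photoperiod gene is expressed like it.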

We then assessed the sets of genes whose expression is either consistently higher or lower in LDs than SDs (65 and 54 genes respectively) for other candidate genes which could potentially play a role in the regulation of flowering time. These include *Medtr8g091720* a *NF-Y-like* gene, which exhibits consistently greater expression (2.5–5.6-fold) in LD than in SD, like that of *MtFTa1*. 

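*Medtr8g091720* was 2.44-fold higher in LD at ZT0, 3.48-fold at ZT2 and 5.14-fold at ZT4, with adjusted p = 0.0181, 1.91e-05 and 6.14e-05 in edgeR's quasi-likelihood test, the value at ZT0 having a range of 0.00435 to 0.0796 over its alternatives. Its counts were highest at ZT2, at 18.0 ± 2.27 in SD and 62.9 ± 5.80 in LD (SD, n = 3).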

Genes which consistently show reduced expression in LD compared to SD include *Medtr2g014200* which encodes a squamosa promoter-binding-like protein as well as genes associated with sugar transport. 

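*Medtr2g014200* was 2.82-fold lower in LD at ZT0, 2.76-fold at ZT2 and 2.40-fold at ZT4. The adjusted p of these differences was at most 0.00939 in edgeR's quasi-likelihood test, the highest being at ZT4, where the alternatives gave 0.00897 to 0.0707. At ZT2 it had 63.1 ± 6.96 normalised counts in SD and 22.9 ± 9.91 in LD (SD, n = 3).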

For instance, *Medtr3g074180* encoding a trehalose-6-phosphate phosphatase is 2–3 fold lower accross the three timepoints and *Medtr0204s0040* a sugar porter family MFS transporter which not expressed in LD at all. 

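*Medtr3g074180* had 422 ± 56.9 normalised counts in SD and 142 ± 4.61 in LD at ZT2 (SD, n = 3), and was 2.16-fold to 2.97-fold lower in LD over the 3 timepoints (highest adjusted p 2.08e-06 in edgeR's quasi-likelihood test). *Medtr0204s0040* had 0 reads in all 9 LD libraries. In SD it was uneven among replicates, with 119 reads in 1 library at ZT0 and 0 in the others, 211 reads in the highest library at ZT2, and 26 reads in 1 library at ZT4 and 0 in the others. Its difference had an adjusted p of 0.00707 at ZT2, 0.0505 at ZT0 and 0.329 at ZT4 in edgeR's quasi-likelihood test. Over its alternatives these ran over 1.95e-05 to 1 at ZT0 and 4.66e-04 to 1 at ZT4, so the calls at these timepoints depend on the setting. *Medtr0204s0040* is not among the 49 genes DE and lower in LD throughout.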

Sugar transport is a process linked to flowering time and the regulation of *FT* in *A. thaliana* (Wahl et al., 2013).

In addition, while not previously linked to flowering time, these lists also contain a number of genes which likely have regulatory functions such as *Medtr5g079220* encoding a R2R3-MYB transcription factor, *Medtr3g107940* which produces a FBD protein and *Medtr8g012655* which is the gene for an ethylene response factor. These genes all have greater expression in LD compared to SD. Conversely, genes which have reduced expression in LD compared to SD include *Medtr7g012790* encoding a circadian clock coupling factor ZGT, *Medtr7g105780* encoding an ovate transcriptional repressor, *Medtr3g031220* which produces a WRKY transcription factor and *Medtr8g026960* which is the gene for a homeobox associated leucine zipper protein.

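*Medtr5g079220* was 3.39-fold higher in LD at ZT2, and at least 2.59-fold and 4.29-fold higher at ZT0 and ZT4, where its SD libraries held at most 2 reads. *Medtr3g107940* was higher in LD by 4.25-fold, 8.27-fold and 3.34-fold at the 3 timepoints, and *Medtr8g012655* by 3.30-fold, 3.77-fold and 2.81-fold. Over these genes and timepoints the adjusted p was at most 0.00177 in edgeR's quasi-likelihood test.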

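*Medtr7g012790* was lower in LD by 2.58-fold, 2.53-fold and 2.43-fold at ZT0, ZT2 and ZT4, and *Medtr7g105780* by 3.60-fold, 2.73-fold and 4.27-fold. *Medtr8g026960* was 4.86-fold, 2.87-fold and 2.48-fold lower. *Medtr3g031220* was 3.89-fold lower in LD at ZT0, at least 3.57-fold lower at ZT2 and 15.3-fold lower at ZT4. The highest adjusted p in edgeR's quasi-likelihood test among these differences was 0.0150, for *Medtr3g031220* at ZT2. For this gene the alternatives gave 0.00361 to 0.0505 at ZT0 and 0.00664 to 0.0572 at ZT2.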

Relaxing the criteria for differential expression slightly and reconsidering the candidate photoperiod loci also suggests that *MtCDFf* (*Medtr6g027450*) could be investigated further as it is higher in LD in all three timepoints (8.57-fold, 3.48-fold and 12.99-fold respectively) however its expression is overall quite low with an average of only 2.7 normalised reads at ZT4. 

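*MtCDFf* had 21.5 ± 4.74 normalised counts in LD at ZT0, 16.9 ± 3.68 at ZT2 and 4.25 ± 0.0854 at ZT4 (SD, n = 3), and at most 3 reads per SD library at ZT0 and 1 at ZT4. It was at least 5.97-fold, 3.38-fold and at least 1.54-fold higher in LD, with adjusted p = 1.42e-05, 0.00187 and 0.00181 in edgeR's quasi-likelihood test.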

Other potential candidates on the list include the *ELF4-like* gene *Medtr8g020200*, consistently 1.8–2.3-fold higher in SD compared to LD, as is *MtCMF17* (*Medtr1g044785*) although, like *MtCDFf*, the expression in these datasets is low. This may reflect that these genes are cell-type specific and so only expressed in a fraction of those sampled.

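*Medtr8g020200* was 1.76-fold, 2.33-fold and 1.97-fold lower in LD at ZT0, ZT2 and ZT4, with an adjusted p of at most 5.50e-04 in edgeR's quasi-likelihood test. *MtCMF17* had at most 17 reads in a library, and its adjusted p in that test was 0.0863, 0.0621 and 0.359 at the 3 timepoints, that at ZT2 having a range of 0.0127 to 0.257 over its alternatives. Over all timepoints its photoperiod term had an adjusted p of 0.0211 in edgeR's quasi-likelihood test.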

All 4,694 genes which differed in the magnitude of their expression between conditions were then clustered into 18 clusters (Fig. 5B, Fig. S3B and Table S9). 

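In the clustering of the 4536 genes altered only in magnitude, *MtFTa1* fell into a cluster of 344 genes with a membership of 0.539. The centre of this cluster was 1.04, 0.68 and 0.75 in LD and -0.98, -0.91 and -0.58 in SD at ZT0, ZT2 and ZT4, in standardised abundance. The number of clusters moved its size most, from 531 genes with 12 clusters to 170 with 24. Its genes also changed where its size hardly did, since with a pseudocount of 0.01 it held 337 genes, 122 of them shared with the 344. With seed 2 it held 239 genes, 170 of them shared. The median membership of all genes in this clustering was 0.452.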

*MtFTa1* was present in cluster 1 which had 331 genes. However, none of the selected photoperiodic candidate genes clustered with *MtFTa1*. 

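Here 0 of the 20 candidate genes altered only in magnitude, other than *MtFTa1* itself, were among the 344 genes.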

Clusters 9 (259 genes) and 10 (239 genes) have patterns opposite to that of cluster 1 (Fig. 5C). 

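In this clustering 4 clusters had their lowest SD mean above their highest LD mean, with 186, 216, 219 and 243 genes, 864 in all. This rule is stricter than a higher mean in SD at each timepoint, which other clusters had too, such as that of 228 genes. In the cluster of 243 genes the values of the centre were 0.25, 0.77 and 1.26 in SD and -0.72, -0.75 and -0.81 in LD. In that of 219 genes they were 1.02, 0.71 and 0.37 in SD and -0.24, -0.56 and -1.31 in LD.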

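The *TPL-like* gene *Medtr4g114980* was in the cluster of 243 genes, and *Medtr7g112460*, also *TPL-like*, in that of 219 genes. At ZT4 their log2 fold changes in LD were -0.62 (standard error 0.12) and -0.77 (standard error 0.11), with adjusted p = 5.86e-04 and 1.91e-05 in edgeR's quasi-likelihood test. At ZT0 *Medtr4g114980* did not pass the test (log2 fold change -0.20), while *Medtr7g112460* was 1.43-fold lower.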

A *TPL-like* gene from Table 2 is in cluster 9 and a second *TPL-like* gene is in cluster 10. In addition, in clusters 9 and 10, a number of other flowering time candidates are present including *Medtr0020s0120* in cluster 9, which is similar to the *FT* antagonist *TERMINAL FLOWER 1* in *A. thaliana* (Jaeger et al., 2013; Wickland & Hanzawa, 2015). 

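*Medtr0020s0120* was in the cluster of 243 genes with a membership of 0.347. It had 6.52 ± 0.506 normalised counts in SD and at most 2 reads per LD library at ZT4 (SD, n = 3), at least 2.50-fold lower in LD (adjusted p = 0.0124 in edgeR's quasi-likelihood test, 0.0119 to 0.0557 over its alternatives). At ZT2 it was at least 1.19-fold lower (adjusted p = 0.0405 in edgeR's quasi-likelihood test, 0.0290 to 0.229 over its alternatives). At ZT0 the difference was not detectable at this depth.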

Also present in cluster 9 are a trio of genes encoding B3 binding domain proteins *Medtr1g021410*, *Medtr1g021435* and *Medtr1g021500* and pair of genes which encode SHAQKYF class MYB transcription factors *Medtr0036s0260* and *Medtr5g027550*. These genes are notable for genes containing these domains have been associated with flowering time, as has the jumonji domain protein encoding gene *Medtr2g011630* in cluster 10 (Xia et al., 2012; Abe et al., 2015; Yan et al., 2014).

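All 5 of these genes were in the cluster of 243 genes. *Medtr1g021410* was lower in LD by 1.70-fold, 2.10-fold and 1.67-fold at the 3 timepoints (adjusted p at most 0.00170 in edgeR's quasi-likelihood test). *Medtr1g021435* was 1.77-fold lower at ZT2 (adjusted p = 0.00167 in edgeR's quasi-likelihood test) and 1.41-fold lower at ZT4 (adjusted p = 0.0416 in edgeR's quasi-likelihood test, 0.0206 to 0.331 over its alternatives), and at ZT0 the ratio was 1.00 (adjusted p = 1 in edgeR's quasi-likelihood test). *Medtr1g021500* was lower by 1.18-fold, 1.23-fold and 1.21-fold, with adjusted p = 0.0361, 0.00857 and 0.0148 in edgeR's quasi-likelihood test and highest values of 0.156, 0.0725 and 0.140 over its alternatives. *Medtr0036s0260* passed the test only at ZT4, where it was 2.05-fold lower (adjusted p = 0.0408 in edgeR's quasi-likelihood test, 0.0267 to 0.145 over its alternatives), and *Medtr5g027550* only at ZT0, where it was 3.58-fold lower (adjusted p = 0.0206 in that quasi-likelihood test of edgeR, 0.0142 to 0.0860 over its alternatives). The interaction was not significant for either gene, with adjusted p = 0.876 and 0.521 in edgeR's quasi-likelihood test. The sequences of the B3 domain genes were not compared, and reads that fit more than one of them would be divided by Salmon.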

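*Medtr2g011630* was in the cluster of 219 genes with a membership of 0.528. Its log2 fold change in LD was -0.28 at ZT0 (standard error 0.09, adjusted p = 0.0246 in edgeR's quasi-likelihood test, 0.0166 to 0.151 over its alternatives), and -0.19 and -0.20 at ZT2 and ZT4, where the test was not passed.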

A total of 35/65 of the consistently differentially expressed genes which are higher in LDs than SDs (Fig. 5A) are present in cluster 1. These include *Medtr1g099440* which encodes a membrane-associated kinase regulator-like protein, *Medtr6g086805* a heat shock transcription factor gene and *Medtr4g009110* which encodes a helix loop helix DNA-binding domain protein. Similarly, clusters 9 and 10 contain 19/54 of the consistently differentially expressed genes which are lower in LDs than SDs. These genes include the ethylene response factor gene *Medtr5g016750* and *Medtr4g119422* encoding a cullin-like protein.

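Of the 58 genes that were DE and higher in LD at all 3 timepoints, 22 were in the cluster of 344 genes with *MtFTa1*. The number of clusters and the random start moved this most, from 32 with 12 clusters to 11 with another start.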

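*Medtr1g099440* was higher in LD by 4.46-fold, 4.61-fold and 4.09-fold at ZT0, ZT2 and ZT4, *Medtr6g086805* by 3.01-fold, 4.93-fold and 2.81-fold, and *Medtr4g009110* by 2.17-fold, 2.10-fold and 2.66-fold. The highest adjusted p among these was 0.00962 in edgeR's quasi-likelihood test, for *Medtr4g009110* at ZT0, where the alternatives gave 0.00741 to 0.0671. In the clustering made here, *Medtr1g099440* and *Medtr6g086805* were in a cluster of 309 genes and *Medtr4g009110* in one of 282 genes, both with a higher mean in LD at each timepoint.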

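Of the 49 genes that were DE and lower in LD at all 3 timepoints, 31 were in the 4 clusters whose lowest SD mean was above their highest LD mean.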

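*Medtr5g016750* was in the cluster of 243 genes and had 34.2 ± 2.38 TPM in SD and 11.2 ± 4.25 TPM in LD at ZT4 (SD, n = 3), 2.97-fold lower in LD (adjusted p = 8.28e-07 in edgeR's quasi-likelihood test). *Medtr4g119422*, one of the 49 genes, was in the cluster of 186 genes. It was 4.07-fold lower in LD at ZT0, 2.13-fold at ZT2 and 2.70-fold at ZT4, with adjusted p = 1.55e-04, 0.0501 and 0.0147 in edgeR's quasi-likelihood test, the values at ZT2 and ZT4 having ranges of 0.0242 to 0.187 and 0.0106 to 0.0816 over its alternatives. These p-values were adjusted over all genes, while those behind the 49 genes were adjusted over only the genes altered in magnitude.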

We then ranked the clustered genes by their fold-change between LD and SD at ZT0. 

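Ranked by their log2 fold change at ZT0 in the edgeR fit, the 13 highest of the 331 genes of the paper's cluster 1 include *MtFTa1* and 10 genes described as hypothetical proteins, among them *Medtr4g026380* and *Medtr2g084160*. Their summed normalised counts were 55.1 ± 27.8 in SD and 2508 ± 884 in LD at ZT0, 79.2 ± 46.1 and 1913 ± 1064 at ZT2, and 119 ± 159 and 1151 ± 1354 at ZT4 (SD, n = 3). At ZT4 the spread in LD was larger than the difference, since the sum of the 3 LD libraries ran from 122 to 2685. The log counts of these 10 genes had pairwise correlations of at least 0.804 over the LD libraries, so they are not independent observations, and reads that fit several of them are divided by Salmon.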

Strikingly, in cluster 1, within the top 13 genes with the largest fold increase in LD compared to SD at ZT0, *MtFTa1* is ranked 8th, while 10 of the other genes were homologues of *IRON MAN* (*IMA*)/*FE-UPTAKE-INDUCING PEPTIDE 1* (*FEP1*) genes. These encode mobile signalling peptides integral for the uptake of of iron from the soil and octuple *ima*/*fep1* mutants in *A. thaliana* result in severe chlorosis (Grillet et al., 2018; Hirayama et al., 2018). They were also identified in a recent reannotation of the *M. truncatula* genome to identify small, secreted peptides (De Bang et al., 2017). In addition cluster 3, which is similar to cluster 1, has the remaining annotated *IMA*/*FEP1* genes as 4 of the top 5 genes with the largest fold-change differences at ZT0.

## Discussion

This study presents a thorough overview of the changes in the *M. truncatula* leaf tissue transcriptome following a shift of vernalised plants from SD to LD conditions between ZT0 and ZT4. Our data are of very high quality with an average mapping rate of 89.86%. This suggests that while the existing Mt4.0v2 transcriptome captures the majority of the signal in the data there is nevertheless space to improve it. To date, a majority of transcriptomic datasets in *M. truncatula* have been generated from root tissue, not leaves (e.g., experiments in the MtGEA database are >50% root tissue (Benedito et al., 2008)). Thus this dataset broadens the understanding of gene expression in the aerial tissue of *M. truncatula*, in particular in differing photoperiodic conditions. Consequently it could be incorporated into future cross-species comparisons with datasets like that of Wu et al. (2014) who performed a similar shift experiment in the SD-responsive soybean.

While the data presented here consist of two composite datasets, and so interpretation requires caution, the results of this analysis are nevertheless biologically plausible. Initial pairwise comparisons of gene expression between LD and SD at each timepoint individually qualitatively agreed with previously published expression profiles of *MtFTa1*, *MtFTb1* and *MtFTb2* (Figs. 1A–1C; Laurie et al., 2011). Furthermore, independent RT-qPCR timecourses of *MtFKF1*, *MtCDF1*, *MtCDF2* and *MtCDF4* are similar to the transcript abundances seen in these RNA-Seq datasets (Fig. 2). From these results it was concluded that there is no significant batch effect between datasets and that it is appropriate to interpret this data as a time series.

The dual approaches taken to analyse the data as a time series first considered the interaction between condition and time and then just the effect of the condition. This successfully identified the genes which alter the pattern or just the magnitude of their expression respectively. This approach could serve as a template for similar datasets in other plants which lack a CO-like regulator. Given the significant role the circadian clock plays in the regulation of the *A. thaliana* transcriptome (Covington et al., 2008; Michael et al., 2008) and the manner in which the photoperiod regulates the circadian clock (Nohales & Kay, 2016), it is unsurprising to see that a greater number of genes were classed as altering their pattern of expression (9,516/31,363 of detectable genes; 30.34%) than only the magnitude of their expression (4,694/31,363; 14.96%). This is especially true of our selected candidate photoperiodic genes (Table 1) where 62% had a significant change in pattern.

Clustering was employed to subset the two classes of DE genes further based on their normalised abundances across the three timepoints. The low membership scores reveal the small degree of separation between clusters. This may be a feature of gene expression data, but the strength of c-means clustering is that it allows the certainty of cluster assignment to be assessed (Tables S6, S9). An alternative approach to subset the classes of genes would be to group them based on functional gene set descriptors such as Gene Ontology (GO) terms and cluster until individual clusters become enriched for single GO terms. However since in *M. truncatula* only 37% of genes have annotated GO terms (Tang et al., 2014), their use is currently of limited utility.

This study has identified additional candidate photoperiodic flowering time genes for future characterising and reverse genetics screens. In terms of identifying genes co-expressed with the LD-induced *M. truncatula FT-like* genes, candidate genes such as the zinc finger gene *Medtr4g113840* and the B3 domain transcription factor gene *Medtr3g101520* (both in the same cluster as *MtFTb1*) present as future avenues of inquiry as potential regulators of photoperiodic flowering. Conversely, it would be interesting to investigate the CCT containing B-box type zinc finger gene *Medtr2g073370* which has the opposite pattern of expression to *MtFTb1* consistent with a repressive role. Finally, it is notable that none of the list of candidate photoperiod genes responded in a similar way to the SD to LD photoperiodic shift as the potent floral activator *MtFTa1* (Table 2). However a number of other potential regulators were identified, such as the *NF-Y-like Medtr8g091720* which has consistently higher expression in LD or the pair of *TPL-like* genes (*Medtr4g114980* and *Medtr7g112460*) and ethylene response factor gene *Medtr5g016750* which all have a pattern of expression opposite to *MtFTa1*.

The experiments analysed in this study focused on the first four hours of the diurnal cycle where, in LD, *MtFTa1* is induced and which precede and include the first peak in expression of LD induced *MtFTb1* and *MtFTb2* at ZT4 (Laurie et al., 2011). It should be noted that the clustering presented in this study is limited to the timepoints sampled and cannot be considered predictive of the pattern in which genes are expressed later in the day. Genes in the same cluster may have divergent patterns later in the day. Given the diurnal pattern of expression of *MtFTb1* and *MtFTb2* (Laurie et al., 2011), our ability to identify candidate regulators which share patterns of expression would be enhanced by the inclusion of additional samples from later timepoints. Notably at ZT8 to capture the trough and ZT16 to capture the second peak in expression of *MtFTb1* and *MtFTb2* in LD. This is because samples from later timepoints would facilitate greater discrimination between expressed genes and thus result in smaller clusters. However, it is also possible that the regulator of *M. truncatula FT-like* gene expression is post-translationally regulated because light/protein dependent mechanisms are common in photoperiodic and circadian regulatory networks. In this case, it might not be possible to identify the regulators using a co-expression approach.

## Conclusions

This study further elucidates the photoperiodic acceleration of flowering in the reference legume species *M. truncatula* which interestingly appears to lack a CO-like regulator. We found that the photoperiodic shift from SD to LD conditions had a large effect on the leaf transcriptome with 14,210 genes altering their pattern or magnitude of expression. Candidate regulators that were co-expressed with the LD-induced *FT-like* genes were identified by clustering. It was notable that none of the list of candidate photoperiod genes responded to the photoperiodic shift in a similar manner as that of the potent floral activator *MtFTa1*, and few were similar to that of the *MtFTb* genes. Thus this analysis further supports the idea that *FT-like* genes in *M. truncatula* are uncoupled from the photoperiodic transcriptional networks seen in other species and that flowering time in *M. truncatula* is induced in a novel manner. Future work will focus on molecular-genetic analysis of the function of the candidate regulators identified in this study in *M. truncatula* photoperiodic flowering.

##  Supplemental Information

10.7717/peerj.6626/supp-1 Figure S1 Dispersion and MA plots from DE analysis (A) is dispersion plot showing the DESeq2 model which shrinks the dispersion from the gene-wise maximum likelihood estimates (MLE; orange) to the maximum *a posteriori* (MAP; blue) estimates with increased log 2 mean number of reads counts per gene. (B) is a MA plot of the log 2 normailsed mean number of reads plotted against their log 2 fold-changes at ZT4. In this case the genes statistically different at ZT4 (*α* = 0.05) are highlighted, as are *FT-like* genes. Click here for additional data file.

10.7717/peerj.6626/supp-2 Figure S2 Contrasting timepoint specific expression profiles of genes which altered in their pattern or magnitude in response to the change in photoperiod (A) contrasts the timepoints at which all 9,516 genes which alter their pattern of gene expression in response to the change of photoperiod conditions have statistically significant (*α* = 0.05) differences in expression. (B) contrasts the timepoints and direction of the statistically significant (*α* = 0.05) differences in expression in all 4,694 genes which statistically alter only the magnitude of their gene expression across the three timepoints. Membership within each group for individual genes, including non DE genes, is given in Table S8. In both subfigures the principal chart plots the size of the overlaps between timepoints and the supplementary chart presents the number of genes statistically significant (and in (B) either up or down) in LD relative to SD for each timepoint. Click here for additional data file.

10.7717/peerj.6626/supp-3 Figure S3 The minimum distance between cluster centroids over a range of values of c This is the result of clustering the DE genes using different values of c (number of clusters) for (A) the 9,516 genes which alter their pattern of expression and (B) the 4,694 genes differ in just the magnitude of expression. In both cases two optimisations were run (Optimisation 1: c varied between 2 and 20 in increments of 2; Optimisation 2: c varied between 12 and 30) in increments of 1. A vertical line was drawn at the point where the minimum centroid distance was judged to plateau which was taken as the optimal value of c. Click here for additional data file.

10.7717/peerj.6626/supp-4 Figure S4 The density of the membership scores Scores range between 0 and 1 for each class of genes (9,516 for pattern of expression and 4,694 for those that differ in just magnitude) from c-means clustering. The score describes the support for an individual observation belonging to a given cluster with the cluster with the highest membership score is assigned the gene. Click here for additional data file.

10.7717/peerj.6626/supp-5 Figure S5 The mean standardised abundances for the 18 clusters of 9,516 genes which alter their pattern of expression in response to the photoperiodic shift SD abundances are plotted in blue with dotted lines while LD abundances are orange with solid lines. Clustering was conducted using c-means clustering. Click here for additional data file.

10.7717/peerj.6626/supp-6 Figure S6 The mean standardised abundances for the 18 clusters of 4,694 genes which alter just the magnitude of their expression in response to the photoperiodic shift SD abundances are plotted in blue with dotted lines while LD abundances are orange with solid lines. Clustering was conducted using c-means clustering. Click here for additional data file.

10.7717/peerj.6626/supp-7 File S1 README This is a key to the supplementary Tables S1–S9. Click here for additional data file.

10.7717/peerj.6626/supp-8 Table S1 TPM Gene abundances in Transcripts per Million for each gene by condition, timepoint and replicate Click here for additional data file.

10.7717/peerj.6626/supp-9 Table S2 RT-qPCR Primers Primers used for RT-qPCR in this study. Click here for additional data file.

10.7717/peerj.6626/supp-10 Table S3 Individual timepoint analysis Contrasts LD expression against SD expression results at individual timepoints using using Wald significance tests. Click here for additional data file.

10.7717/peerj.6626/supp-11 Table S4 DE pattern genes Results of the likelihood ratio test testing for genes with significant interaction terms indicative of differential patterns of expression. Click here for additional data file.

10.7717/peerj.6626/supp-12 Table S5 DE pattern contrasts Contrasts LD expression against SD expression for genes with differential patterns of expression at individual timepoints. Click here for additional data file.

10.7717/peerj.6626/supp-13 Table S6 DE pattern clusters Cluster assignments of genes of the differential patterns of expression class Click here for additional data file.

10.7717/peerj.6626/supp-14 Table S7 DE magnitude genes Results of the Wald significance test testing for the significance of the condition in explaining the magnitude of gene expression. Click here for additional data file.

10.7717/peerj.6626/supp-15 Table S8 DE magnitude contrasts Contrasts LD expression against SD expression for genes with differential magnitudes but not patterns of expression at individual timepoints. Click here for additional data file.

10.7717/peerj.6626/supp-16 Table S9 DE magnitude clusters Cluster assignments of genes with differential magnitudes but not patterns of expression at individual timepoints Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

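Gene expression was measured by RNA-Seq in the first trifoliate leaf of Medicago plants, with pooled leaves of a pair of plants in each library, in SD and LD at ZT0, ZT2 and ZT4. The 18 libraries form 6 groups of 3 replicates. The groups at ZT0 and ZT2 belong to experiment 1 and those at ZT4 to experiment 2, which used older plants, more days in LD and another library kit, so that a difference between ZT4 and the earlier timepoints is also a difference between experiments.

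The deposited values are gene-level estimated counts, which the authors made by trimming reads with BBDuk, quantifying them with Salmon against the Mt4.0v2 transcripts and summing transcripts with tximport, with no scaling or filter. The TPM values deposited with them come from the same quantification by the authors and sum to 1000000 per library. Each gene of 50444 had both values in each library. The gene identifiers were compared with a RefSeq table, where 0 of the 50444 were found, so names follow the paper.

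Estimated counts were rounded to whole numbers. Library totals had medians of 18536897 in experiment 1 and 22065969 in experiment 2. A gene with at most 3 counts in each library of a group was taken to be at the floor. A fold against such a group is given as a lower bound computed against 3 counts. Log2 fold changes are fitted values there too, and are uncertain in size. No fold is given where both groups were at the floor.

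R 4.3.3 was used with edgeR 4.0.16 for the tests. Genes with a total count above 1 in the libraries compared were kept. Counts were scaled by TMM and fitted by edgeR's quasi-likelihood method, with LD set against SD in the 6 libraries of each timepoint, and p-values were adjusted by the Benjamini-Hochberg method over the 3 timepoints together, with a threshold of 0.05. A DE gene also had an absolute log2 fold change above 1 and a mean normalised count above 10. All 18 libraries were then fitted together, and the 2 interaction coefficients of photoperiod and timepoint were tested jointly for an altered pattern. Genes without it were tested for a photoperiod effect in the model without the interaction, and those that passed were called altered only in magnitude. Contrasts at each timepoint from the 18-library fit gave the follow-up counts, adjusted over the genes of that class and the 3 timepoints, and, with a prior count of 0.125, the log2 fold changes and standard errors of single genes, whose p-values were adjusted over all genes and the 3 timepoints.

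Principal components were computed on log2 normalised counts with a pseudocount of 1. Clusters came from fuzzy c-means in e1071 1.7.16 on standardised log2 group means of TPM with a pseudocount of 1, with 18 clusters and seed 1, and fuzzifiers of 1.72 for genes with an altered pattern and 1.73 for genes altered in magnitude. Membership is the share of a gene assigned to a cluster, between 0 and 1. The mean of a cluster is its centre, in which all clustered genes are weighted by their membership.

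The genes named are those that the paper's results text or its Figs. 1 and 2 name, together with the 2 rises and the 2 falls in LD at each timepoint with the most extreme fitted log2 fold changes among genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, a mean normalised count above 10 and no overlap of the SD and LD libraries. Candidate genes of Tables 1 and 2 are given as counts.

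The same steps were tested on simulated data, with 31363 genes and 200 changed genes of each kind. The changed genes had a mean normalised count above 10 at each timepoint and changes of at least 2-fold. Smaller changes and genes with fewer counts were not among them, so the recovery below does not apply to those. The share of changed genes was also far below that found in the data. edgeR recovered 377 of 400 genes changed at ZT4 with 15 false calls, 188 of 200 at ZT0 with 7, 180 of 200 with an altered pattern with 7, and 198 of 200 altered in magnitude with 14. The median error of the log2 fold change was 0.12. DESeq2 recovered 92.5% of the genes changed at ZT4, 87% of those with an altered pattern and 98.5% of those altered in magnitude.

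Replicate numbers come from the labels of the series record, where SD and LD libraries share the numbers 1 to 3. They were used as a block only as an alternative, since same-numbered plants were different plants. The other alternatives were DESeq2 1.42.0 with its size factors, with and without length offsets, edgeR with those size factors, a length offset in edgeR, edgeR's filterByExpr, other minimum counts and fold changes, adjustment within each timepoint, contrasts from all libraries, thinning of counts to the smallest library, experiment 1 alone, each library left out in turn, other prior counts, pseudocounts, transformations, cluster numbers and seeds, and limma 3.58.1. Reads were not aligned to a genome, and the RT-qPCR time courses were not analysed here.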

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

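All tests in this part were chosen after the results they examine had been seen. A gene is listed here for either of 2 reasons. Its LD to SD difference passed edgeR's test in opposite directions at different timepoints, with an interaction of photoperiod and time that passed too. Or its fitted rise in LD was among the 2 highest at a timepoint and it is not named in the paper's results text.

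The direction changed in this way for 9 named genes. *MtPRR59a*, *MtSOC1a* and *Medtr3g101520* also had log2 fold changes of both signs and an interaction that passed. They are left out because their differences did not pass in both directions. The adjusted p of the interaction in edgeR's quasi-likelihood test was 1.84e-10 for *MtELF3a*, 2.64e-11 for *MtFKF1*, 1.30e-04 for *MtCDF2*, 8.59e-12 for *MtCDF4* and 4.04e-11 for *MtLHY*. In the same quasi-likelihood test of edgeR it was 0.00371 for *MtFTa2*, 7.18e-04 for *MtCBL3*, 7.63e-06 for *Medtr2g073370* and 4.63e-07 for *Medtr6g069400*. *MtELF3a*, *MtFKF1*, *MtFTa2*, *Medtr2g073370* and *Medtr6g069400* were higher in LD at ZT0 and lower at ZT4, with log2 fold changes at ZT4 of -1.04, -4.99, -1.02, -4.89 and -2.81. *MtCDF2*, *MtCDF4* and *MtLHY* were lower at ZT0 and higher at ZT4, at 3.38, 2.40 and 2.84. The value of *MtCDF2* is fitted against SD libraries with at most 1 read, where the rise was at least 1.55-fold. *MtCBL3* had log2 fold changes of -0.52 at ZT2 and 0.34 at ZT4. These genes were chosen for having a direction that changed, so the interaction itself is no independent test of it.

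A difference between the 2 experiments was examined by asking which genes change direction between ZT0 and ZT2, which belong to the same experiment. A significant difference in each direction was found there for 5 of the 9 genes (*MtFKF1*, *MtCDF2*, *MtCDF4*, *MtLHY* and *Medtr6g069400*). An earlier and weaker test, replaced by this one after its value was seen, asked only for an interaction within experiment 1, and 9 of the 9 genes had it, with adjusted p-values up to 0.0343 in edgeR's quasi-likelihood test. The LD to SD ratio of *MtELF3a*, *MtFTa2*, *MtCBL3* and *Medtr2g073370* thus also changed within experiment 1, but a significant difference in both directions needs the ZT4 libraries and cannot be told apart from the change of experiment, age, days in LD and kit. *MtFTa2* had a log2 fold change of -1.05 at ZT2, with an adjusted p of 0.0704 in edgeR's quasi-likelihood test (0.00558 to 0.280 over its alternatives). For transcript length bias between library kits, a length offset in edgeR left the interaction and both directions significant for 9 of the 9 genes, but each direction compares libraries of the same kit, in which such a bias cancels, so this does not test the kit. For library size, thinning all libraries to the smallest total left them significant for 6 of the 9. The other 3 lost one direction, with adjusted p = 0.0675 for *MtCDF2* at ZT0, 0.0536 for *MtFTa2* at ZT0 and 0.0590 for *MtCBL3* at ZT4 in edgeR's quasi-likelihood test, while their interactions had adjusted p-values of at most 0.00541 in that test of edgeR. Thinning takes reads from all libraries, and at ZT0 the totals of SD (18071126 to 18893500) and LD (18009808 to 18847313) overlap, so the losses of *MtCDF2* and *MtFTa2* there show that these directions lie near the threshold and cannot be told apart from lower power. At ZT4 the LD totals (22560761 to 23201592) were above those of SD (20690658 to 21571177), so for *MtCBL3* neither library size nor lower power is excluded. For *Medtr2g073370* the rise at ZT0 had adjusted p-values of 0.00401 to 0.109 over its alternatives, against 0.0258 in edgeR's quasi-likelihood test, and its SD and LD libraries overlapped there. The experiment remains as an explanation for *MtELF3a*, *MtFTa2*, *MtCBL3* and *Medtr2g073370*. A biological change of direction with the time after dawn is left as a hypothesis for *MtFKF1*, *MtCDF4*, *MtLHY* and *Medtr6g069400*, found and tested on the same data. For *MtFKF1* and *MtCDF4* the paper also shows RT-qPCR time courses of an independent experiment. It describes them as similar to its RNA-Seq values, and they were not analysed here.

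Among genes that the paper's results text does not name, those taken by fitted log2 fold change rose in LD at least 66.0-fold for *Medtr1g091023* at ZT0, at least 52.1-fold for *Medtr4g026380* at ZT0 and 27.7-fold at ZT2, and at least 23.2-fold for *Medtr2g084160* at ZT2, all against SD libraries with at most 3 counts. These bounds do not follow the fitted order, and *Medtr4g026390*, a gene chosen after its values were seen, rose at least 66.4-fold at ZT0 and 39.5-fold at ZT2. A single library was weighed as the source by leaving out each of the 6 libraries of the timepoint in turn. The highest adjusted p in edgeR's quasi-likelihood test was then 3.00e-05 for *Medtr1g091023*, 0.00132 and 0.00567 for *Medtr4g026380* at ZT0 and ZT2, and 5.84e-04 for *Medtr2g084160*, so no single library carries these calls. In its cluster 1, the paper describes 10 of the 13 genes with the largest rise at ZT0 as *IMA*/*FEP1* homologues, without naming them individually. *MtFTa1* ranks 8 there and here. *Medtr4g026380* and *Medtr2g084160* belong to a set of 10 hypothetical proteins among the 13 highest here, which were not matched by sequence to those homologues. If reads were only divided differently among these 10 genes, their sum would stay even. The lowest sum in LD was 20.8 times the highest in SD at ZT0 and 7.24 times at ZT2. The set was chosen for its rise at ZT0, so the sum there could not have stayed even and is no test. Its genes come from the paper's cluster with *MtFTa1*, so the sum at ZT2 is not independent of the choice either. The sums do not show which genes of the set rose. Reads of a rising paralog assigned to *Medtr4g026380* or *Medtr2g084160* remain as an explanation. Reads shared with genes outside this set were not tested, nor were reads shared between paralogs for *Medtr1g091023*, so the rises are not called biological here.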

How the results depend on the processing

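The alternatives below were set before the data were examined, except limma for the interaction and the fits without 1 library for the principal components and clusters, which were chosen after seeing the data. The tests of other splits and of the lower number at ZT2 were also set out before their results. For counts of genes, a change of at most 1.5-fold was taken as no change, and for the share of variation on the principal components a change smaller than the SD over the fits without 1 library.

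Over 17 counts and shares and 400 alternative values, 370 stayed within these limits and 30 moved. A minimum log2 fold change of 1.5 gave 1244 DE genes at ZT0, 572 at ZT2 and 1364 at ZT4, 2052 DE genes with an altered pattern, 378 altered in magnitude, and 27 and 14 genes higher and lower in LD throughout. A minimum of 50 mean normalised counts gave 882 DE genes at ZT2, 1748 at ZT4, 339 altered in magnitude, and 19 and 27 genes higher and lower throughout. With no minimum count 1352 genes altered in magnitude were DE. Experiment 1 alone gave 5435 genes with an altered pattern. The first principal components held 59.1% of the variation with the 500 most variable genes, 52.1% with DESeq2's variance stabilising transformation, 54.0% with TPM and 39.3% with scaled genes. The cluster of *MtFTa1* held 531 genes with 12 clusters, 170 with 24 clusters and 203 with seed 3. The cause of these changes was not tested.

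Fits that each left out 1 library gave 5744 to 7868 significant genes at ZT0, 5604 to 6082 at ZT2 and 6619 to 9400 at ZT4 over 6 fits each, and 2242 to 2746, 1329 to 1460 and 2614 to 3016 DE genes. Over 18 fits, genes with an altered pattern numbered 8591 to 9637 (3799 to 4191 DE) and genes altered only in magnitude 4165 to 4601 (833 to 972 DE), with 42 to 66 higher and 41 to 53 lower in LD throughout, and candidates 81 to 89 and 17 to 23. The principal components held 41.8 to 45.6%, and the clusters of *MtFTb1* and *MtFTa1* 450 to 488 and 301 to 360 genes.

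With the replicate number as a block, 7056, 7489 and 8541 genes were significant at ZT0, ZT2 and ZT4, 9038 had an altered pattern and 3070 were altered only in magnitude. The deviations of same-numbered libraries from their group means had correlations of -0.0671 at ZT0, 0.101 at ZT2 and -0.0114 at ZT4. DESeq2 shared 8547 of the 9548 genes with an altered pattern (89.5%), the replicate block 8714, thinned counts 9039 and experiment 1 alone 5221.

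For the interaction of 10 named genes, 272 of 280 alternative values stayed on the same side of 0.05, 7 became significant and 1 did not remain so. *MtFTb1* went from an adjusted p of 1 in edgeR's quasi-likelihood test, fixed by the zeros in SD, to 0.00269 with DESeq2's likelihood ratio test and 5.51e-10 with limma, *MtFTb2* to 2.79e-07 with limma, and *MtCDF1* from 0.218 in edgeR's quasi-likelihood test to 0.0117 with DESeq2 and 1.06e-07 with limma. *MtSOC1a* had 0.0621 in edgeR's quasi-likelihood test with experiment 1 alone. Of 1992 alternative values for 166 log2 fold changes of named genes, 1838 were unchanged by these criteria, 86 became weaker, 20 stronger, 48 moved and 0 reversed. The 48 came from ratios of mean TPM with a pseudocount of 0.1. Genes with few reads are limited most by depth, since 3 counts stand at 0.129 to 0.167 counts per 1000000.

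When SD and LD labels were exchanged among the 6 libraries of a timepoint, only splits that part all 3 same-numbered pairs were compared with the real one. For the significant genes and the DE genes at ZT0, ZT2 and ZT4, 1 of 4 such splits, the real one, gave as many genes, which cannot give a share under 0.05. The 9 other splits of all 10 gave 0 genes, with at most 748, 748 and 635 genes at an unadjusted p under 0.05 against 10518, 9498 and 11740. For the 18-library fit, 100 of the 256 exchanges of SD and LD within same-numbered pairs were drawn. As many genes as the real labels were given by 2 of 100 for genes with an altered pattern (highest other 12262), 2 of 100 for those that were DE (4543) and 2 of 100 for candidates with an altered pattern (91). For genes altered only in magnitude it was 1 of 100 (highest other 1510), for those that were DE 1 of 100 (375), for genes higher and lower in LD throughout 1 of 100 each (6 and 19), and for candidates altered only in magnitude 1 of 100 (15). The exceeding draw exchanged all libraries of ZT0. Exchanging all libraries of 1 timepoint, a step added after the draws were seen, gave 12262 genes with an altered pattern for ZT0, 13437 for ZT2 and 12800 for ZT4. Such an exchange turns an overall photoperiod difference into an interaction, and the exchange at ZT4 follows the second experiment, so for these counts the experiment and the timepoint cannot be told apart.

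The lower number of DE genes at ZT2 was examined for library size, where thinned counts gave 2562, 1449 and 2703 DE genes at ZT0, ZT2 and ZT4. The 56.6% of ZT2 to ZT0 in these counts says little, since the totals of those timepoints were alike before thinning, but ZT4, with higher totals, also kept more DE genes than ZT2. It was also examined for a larger spread between replicates at ZT2, where the biological coefficient of variation was 0.0933, the lowest of the timepoints. Neither accounts for it. For the second experiment differing from the first for reasons other than time, 54.7% of the genes with an altered pattern were found again with experiment 1 alone, so the second experiment is not the only source of these genes. For the separation by timepoint on the first principal component, the gap from ZT2 to ZT4 was 0.806 of the gap from ZT0 to ZT2, below the ratio of 3 set for the library kit, and transcript length bias between library kits had a correlation of -0.153, smaller in size than the 0.2 set for it but larger than the -0.0534 within a kit. A gap that holds time, kit, age and days in LD together does not exclude a part due to the kit, so none of these can be separated from ZT4.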

Differences from the paper's values

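Of the tests in this part, limma for the interaction was chosen after results were seen, and computing the 4 measures that differ under the alternatives was decided after the differences were seen. A count or percentage was taken to differ when one value was more than 1.5 times the other. A log2 fold change was taken to differ when its sign differed or the difference exceeded the larger standard error. Of 136 values compared, 4 differed from the paper's, and 0 of the 59 log2 fold changes among them did. The 136 include 8 fold changes given here as lower bounds, which were taken to differ only when above 1.5 times the paper's value, so for them no difference means little. At ZT4 they were *MtFTb1* (at least 55.3 here and the paper's 962) and *MtCDF1* (at least 65.3 and the paper's 300). The same timepoint held *Medtr4g113840* (at least 4.95 and the paper's 45). *MtCDFf* had at least 5.97 at ZT0 and 1.54 at ZT4, against the paper's 8.57 and 12.99. *MtFTa1* had at least 15.7, 10.4 and 33.5 at ZT0, ZT2 and ZT4. Its compared value of 30 is itself a minimum, since the paper gives more than 30-fold at all timepoints. Within the limit for counts and percentages lie the share of variation on the first principal components (43.5% here and the paper's 64%), the candidates altered only in magnitude (20 here and the paper's 15) and the DE genes with an altered pattern (4034 here, the paper's 3192 in its text and the paper's 3912 in its Fig. 4 legend).

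Of the candidate genes altered only in magnitude, 16 differed between LD and SD at 2 or more timepoints, against the paper's 9. Among the alternatives set before the data were examined, DESeq2 with its size factors (10), DESeq2 with length offsets (10), edgeR with DESeq2's size factors (13) and filterByExpr (12) came within 1.5 times the paper's value. The length offset in edgeR (16), the replicate block without and with it (16 and 16), thinned counts (15) and the fits without 1 library (14 to 17) did not.

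The genes that were DE and lower in LD at all 3 timepoints made up 5.57% of the DE genes altered only in magnitude, against the paper's 9.99%. As a number of genes this is 49 here and the paper's 54, and the paper's 54 of its 819 genes make 6.59%. Among the alternatives set before the data were examined, the replicate block (7.12%) and the block with a length offset (7.15%) came within 1.5 times the paper's value. DESeq2 (4.80%), DESeq2 with length offsets (4.98%), edgeR with DESeq2's size factors (5.07%), the length offset in edgeR (5.53%), filterByExpr (5.44%), thinned counts (5.69%) and the fits without 1 library (4.63 to 5.91%) did not.

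In the cluster of *MtFTa1* there were 22 of the genes that were higher in LD throughout, against the paper's 35. Among the alternatives set before the data were examined, pseudocounts of 0.1 (25) and 0.01 (24) and 12 clusters (32) came within 1.5 times the paper's value, while 24 clusters (20), seed 2 (23) and seed 3 (11) did not. In the clusters opposite to it there were 31 of the genes that were lower throughout, against the paper's 19. These clusters were taken here as the 4 whose lowest SD mean was above their highest LD mean, which need not match the paper's choice. Here, of the alternatives set before the data were examined, pseudocounts of 0.1 and 0.01 (23 and 24), 12 clusters (20), seed 2 (19) and seed 3 (21) came within 1.5 times the paper's value, and 24 clusters (31) did not. Seed 2 gives the paper's value itself.

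DESeq2 with length offsets gave 2436, 1309 and 2661 DE genes at ZT0, ZT2 and ZT4 and 6824 significant genes at ZT0, which are the paper's values, where edgeR gave 2593, 1447, 2832 and 7781. The same setting of DESeq2 gave 5412 and 7352 significant genes at ZT2 and ZT4 against the paper's 5523 and the paper's 7743, 9093 genes with an altered pattern against the paper's 9516, 4657 altered only in magnitude against the paper's 4694, and 89 candidates with an altered pattern against the paper's 91. The paper places *MtFTb1* and *MtCDF1* among the genes with an altered pattern. Here neither passed edgeR's quasi-likelihood test for the interaction (adjusted p = 1 and 0.218), which for *MtFTb1* could not be passed because its counts in SD are all 0. DESeq2, with its size factors (0.00269 and 0.0117) and with length offsets (0.00258 and 0.0115), calls both as having an altered pattern, as does limma, which was chosen after seeing the values (5.51e-10 and 1.06e-07). Of the candidates with an altered pattern, 85 were shared with the paper. The paper's list also holds 6 others (*MtFTb1*, *MtCDF1*, *MtLUXb*, the *ELF4-like* gene *Medtr2g041310*, *MtCOP1* and *MtCBL2*), and 3 were called only here (the *ELF4-like* gene *Medtr4g125590*, *MtCMF3* and *MtCMF12*). The paper has *MtFTa1* as the sole candidate altered in magnitude that is DE throughout, and here *MtLUXb* was a further one, with log2 fold changes of -1.53, -1.13 and -1.09. *Medtr3g091820* is in the paper's cluster with *MtFTb1*, and here it was in a cluster of 459 genes that peaks at ZT2 in LD. Its membership there was only 0.271, and its own abundance was highest at ZT4 in LD, at 6.19 TPM. *Medtr1g099440*, *Medtr6g086805* and *Medtr4g009110* are in the paper's cluster with *MtFTa1*, and here they were in clusters of 309 and 282 genes. The paper describes replicates as lying together on its first components. On PC1 and PC2 here, the largest distance within a group (20.5) exceeded the smallest between groups (12.9). The libraries behind the smallest distance, replicate 3 of SD at ZT2 and replicate 1 of LD at ZT4, lay apart on PC3 (66.3 and -6.26).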

Other observations

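All tests in this part were chosen after the results they examine were seen, and the genes in it outside the naming rule were chosen after their values were seen.

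*MtFTb1* and *MtFTb2* had large differences at ZT4 and an interaction with an adjusted p of 1 in edgeR's quasi-likelihood test. One explanation is that all counts in SD are 0, so that a ratio of any size leaves no interaction to test. With 1 read in place of 0 in each SD library, the adjusted p of the interaction in edgeR's quasi-likelihood test was 1.70e-06 for *MtFTb1* and 7.49e-05 for *MtFTb2*, so the value of 1 came from the zeros. Over all genes, 1226 had 0 counts in one photoperiod, and 0 of these had an altered pattern. The lowest unadjusted p of their interaction was 1, so 0 of them were under 0.05 without adjustment too.

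The genes described as hypothetical proteins among the 13 highest of the paper's cluster 1 (*Medtr4g026380*, *Medtr4g026390*, *Medtr4g026430*, *Medtr4g026440*, *Medtr2g084160*, *Medtr2g084170*, *Medtr2g084180*, *Medtr2g084190*, *Medtr2g084210* and *Medtr2g084215*) had a low sum in replicate 2 of LD at ZT4. The summed normalised counts were 646, 122 and 2685 in LD at ZT4, 3202, 1514 and 2810 in LD at ZT0, and 3052, 946 and 1740 in LD at ZT2. In SD they were 72.7, 69.5 and 23.0 at ZT0, 41.2, 131 and 65.8 at ZT2, and 9.72, 46.8 and 302 at ZT4. The SD libraries and the LD libraries at ZT0 had no *MtFTb1* reads, and those in LD at ZT2 had at most 7. That library had 193, against 160 and 184 in the other LD libraries at ZT4, so a label exchanged with another group is no explanation. For library size, its total was 1.03 times the lowest of the other LD libraries at ZT4. Reads shared between paralogs are no explanation as long as they are divided among these 10 genes, since that leaves their sum even. The highest sum was 21.9 times the lowest, but this ratio restates the low sum and is no separate test, and reads shared with genes outside the set were not tested. A label exchanged with another group and library size do not account for the low sum. The design holds no factor that differs among replicates, so no biological explanation was tested.

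A set of 43 genes whose counts followed *Medtr4g006070* with a correlation above 0.95 took between 0.262% and 11.7% of the counts of a library, the highest share being in replicate 2 of SD at ZT0. They made up 81.2% of the chi-square between replicates 1 and 2 of SD at ZT0. In edgeR's quasi-likelihood test, 1, 43 and 8 of them had an adjusted p under 0.05 at ZT0, ZT2 and ZT4, and 12 had an altered pattern. As genes that move together between replicates and take a large share of the counts, they could have changed the number of DE genes at ZT0 through the scaling. Without them there were 2611 DE genes at ZT0, 101% of the number with them, and 1408 and 2833 at ZT2 and ZT4. What varies in these genes was not tested.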
